# Multi omics analysis of fibrotic kidneys in two mouse models

**DOI:** 10.1038/s41597-019-0095-5

**Published:** 2019-06-14

**Authors:** Mira Pavkovic, Lorena Pantano, Cory V. Gerlach, Sergine Brutus, Sarah A. Boswell, Robert A. Everley, Jagesh V. Shah, Shannan H. Sui, Vishal S. Vaidya

**Keywords:** miRNAs, Biomarkers, Target identification, Proteomics, Transcriptomics

## Abstract

Kidney fibrosis represents an urgent unmet clinical need due to the lack of effective therapies and an inadequate understanding of the molecular pathogenesis. We have generated a comprehensive and combined multi-omics dataset (proteomics, mRNA and small RNA transcriptomics) of fibrotic kidneys that is searchable through a user-friendly web application: http://hbcreports.med.harvard.edu/fmm/. Two commonly used mouse models were utilized: a reversible chemical-induced injury model (folic acid (FA) induced nephropathy) and an irreversible surgically-induced fibrosis model (unilateral ureteral obstruction (UUO)). mRNA and small RNA sequencing, as well as 10-plex tandem mass tag (TMT) proteomics were performed with kidney samples from different time points over the course of fibrosis development. The bioinformatics workflow used to process, technically validate, and combine the single omics data will be described. In summary, we present temporal multi-omics data from fibrotic mouse kidneys that are accessible through an interrogation tool (Mouse Kidney Fibromics browser) to provide a searchable transcriptome and proteome for kidney fibrosis researchers.

## Abstract (summary)

**Table:** 

Design Type(s)	transcription profiling design • proteomic profiling design • stimulus or stress design
Measurement Type(s)	transcription profiling assay • protein expression profiling assay
Technology Type(s)	RNA sequencing • mass spectrometry
Factor Type(s)	experimental condition • temporal_instant • biological replicate
Sample Characteristic(s)	Mus musculus • kidney

Machine-accessible metadata file describing the reported data (ISA-Tab format)

## Background & Summary

More than 10 percent of adults in developed countries present with some degree of chronic kidney disease (CKD). One of the hallmarks of CKD is the development of fibrosis and subsequent renal failure. Mechanisms and pathways underlying the development of kidney fibrosis are still not widely understood and therefore treatment strategies are limited. Mouse models are frequently used to gain more insights into the fibrosis development and to evaluate potential drug candidates.

Two well-established mouse models for kidney fibrosis are folic acid (FA) induced nephropathy and unilateral ureteral obstruction (UUO)^1^. Both models display human relevant pathological tubulointerstitial fibrosis shortly after induction of injury, are easy to perform and have good reproducibility. Transcriptomics and proteomics studies for both models have been published before, mostly as a basis for follow-up experiments focusing on one selected gene/protein^2–7^. However, data for mRNA, miRNA and protein expression, including a combination of all three omics datasets, have not been generated in parallel for these models; therefore, we aimed to generate this comprehensive data to (1) characterize the UUO and FA model in depth, (2) allow integration of the three layers of omics data, and (3) provide a tool for hypothesis generation as well as testing.

In the FA model, mice were sacrificed before the treatment (day 0) and 1, 2, 7, and 14 days after a single injection (250 mg/kg i.p.) of folic acid (Fig. 1). For the UUO model, mice were sacrificed before obstruction (day 0) and 3, 7, and 14 days after the ureter of the left kidney was obstructed via ligation (Fig. 1). For both studies, kidneys were removed at each time point for total RNA isolation and protein sample preparation. Total RNA was used for mRNA and small RNA sequencing on the Illumina platform. The transcriptomics data (mRNAs and miRNAs) from the FA model were previously published by our group^2,3^, but here we re-analysed the existing FA sequencing data in parallel with the newly generated UUO sequencing data, applying the same algorithms for consistency and inclusion. Proteomics in matching kidney samples from both models were measured by liquid chromatography/mass spectrometry (LC/MS) using 10-plex TMT. Temporal profiles were generated for each mRNA, miRNA and protein dataset in both models using day 0 as reference point. To combine all three sets, mRNAs and corresponding proteins were matched according to their annotations, whereas mRNAs and miRNAs were paired based on targets predicted using TargetScan.

**Fig. 1:**
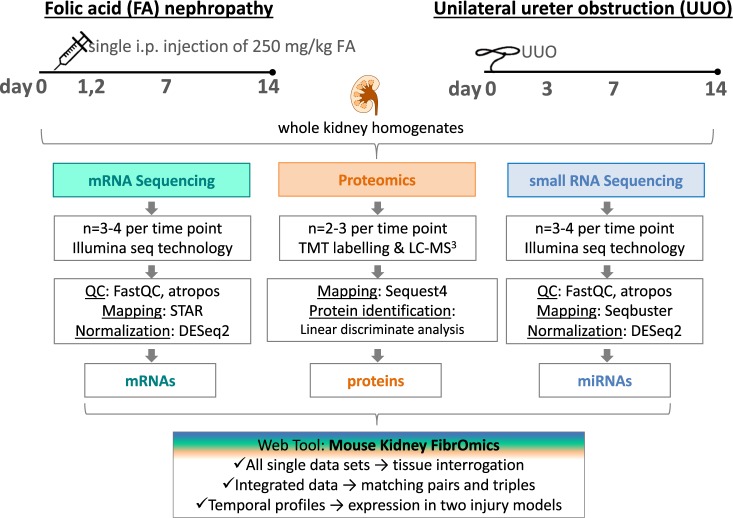
Schematic of study design, data generation and processing. Overview of how the kidney fibrosis models were set up including flow charts for mRNA-seq, proteomics and small RNA-seq profiling in the kidneys.

For the UUO mRNA-seq data, an average of 30 million reads were sequenced, with 97% mapping to the transcriptome, less than 1% mapping to rRNA genes, and with 88% of the aligned reads mapping to exonic regions. For the UUO small RNA-seq data, an average of 20 million reads were sequenced, with 50% mapping to approximately 700 annotated miRNA genes.

In both proteomics datasets over 8,000 proteins were quantified, thus yielding overall a unique and comprehensive dataset of gene, protein and miRNA expression in the fibrotic mouse kidney.

Finally, all datasets can be viewed and interrogated by an online tool, the Mouse Kidney Fibromics browser: http://hbcreports.med.harvard.edu/fmm/.

## Methods

### Animal studies

Male BALC/c mice were obtained from Charles River Laboratories (USA). All experimental protocols concerning the use of laboratory animals were performed according to the NIH guidelines for the care and use of laboratory animals, and approved by the Institutional Animal Care and Use Committees (IACUC) of Harvard Medical School. Mice were housed in groups of three on a 12h light/dark cycle with access to food and water *ad libitum*. At the age of 8–10 weeks they entered the experiment.

#### Folic acid (FA) model

Folic acid was prepared at 25 mg/ml in 0.3 M sodium bicarbonate. Mice received a single dose of 250 mg/kg via intraperitoneal injection. Before the injection and 2, 7, and 14 days later, mice were sacrificed; kidneys were removed and immediately snap frozen in liquid nitrogen.

#### Unilateral ureter obstruction (UUO) model

Before surgery, mice were anaesthetized with an intraperitoneal injection of sodium pentobarbital (50 mg/kg of body weight), the left kidney was exposed via a flank incision and 3.0 silk suture thread was used to tie off the ureter at the lower pole. Before the obstruction and 3, 7, and 14 days later, mice were sacrificed; kidneys were removed and immediately snap frozen in liquid nitrogen.

More details about the *in vivo* experiments can be found elsewhere^8^.

### mRNA-seq: RNA extraction, library preparation and sequencing

#### Folic acid (FA) model

mRNA sequencing in kidneys from the FA model was published before^4^ (GSE65267)^9,10^. In brief, quantity and quality of isolated RNA were assayed on an Agilent 2200 TapeStation instrument and by SYBR qRT-PCR assay. 10 ng total RNA was used to prepare libraries with the IntegenX Apollo 324 system and NuGEN SPIA reagents. Libraries were multiplexed in groups of three per lane of a flow cell, and 50 cycles, paired-end sequencing was performed on an Illumina HiSeq2000 instrument.

#### Unilateral ureter obstruction (UUO) model

Total RNA was isolated using Qiagen’s RNeasy Mini Kit. Quality and quantity of the RNA was assessed photometrically and with the Bioanalyzer (Agilent). 330 ng total RNA were transcribed utilizing Illumina’s TruSeq Stranded mRNA Library Prep Kit. Libraries were pooled and sequenced on Illumina’s NextSeq500 as single end, 75 bp reads. Sequencing service was performed by the Molecular Biology Core Facilities at Dana-Farber Cancer Institute. Data were deposited to the Gene Expression Ombibus (GEO) database: GSE118339^9,11^.

### Small RNA-seq: RNA extraction, library preparation and sequencing

#### Folic acid (FA) model

small RNA sequencing in kidneys from the FA model was published before^3^ (GSE61328)^9,12^. In brief, total RNA was isolated using the miRNeasy Mini Kit (Qiagen). 1 µg total RNA was used to prepare small libraries utilizing the TruSeq Small RNA Sample Preparation Kit (Illumina) according to manufacturer instructions. All samples were multiplexed into a single lane of a flow cell on the HiSeq2000 platform to produce 50 cycles, single-end reads.

#### Unilateral ureter obstruction (UUO) model

Total RNA was isolated using Qiagen’s miRNeasy Mini Kit. Quality and quantity of the RNA was assessed photometrically and with the Bioanalyzer (Agilent). 1 µg total RNA was transcribed utilizing Illumina’s TruSeq Small RNA Library Prep Kit. Libraries were pooled and sequenced on Illumina’s NextSeq500 as single end, 75 bp reads. Sequencing service was performed by the Molecular Biology Core Facilities at Dana-Farber Cancer Institute. Data were deposited on GEO database: GSE118340^9,13^.

### Proteomics: protein sample preparation, TMT labelling and LC-MS3 measurement

Kidney samples (from both FA and UUO models) were mechanically homogenized in lysis buffer (8 M urea, 1% SDS, Roche complete protease inhibitors and phosphatase inhibitors, 50 mM Tris pH 8.5). Approximately one third of a kidney was used for sample preparation. Protein concentration was determined using the BCA assay (Pierce, Rockford, IL).

The homogenate was reduced with 5 mM DTT and alkylated with 15 mM iodoacetamide (Sigma, St. Louis, MO). 0.15 mg of protein was precipitated using chloroform:methanol. Pellets were washed twice with cold methanol and re-solubilized in 8 M urea with 20 mM EPPS, pH 8.5. After diluting the samples to 4 M urea using 20 mM EPPS, they were digested with Lys-C (Wako Chemicals, Richmond, VA) overnight at room temperature. On the next day, samples were further diluted to 1.5 M urea using 20 mM EPPS and digested for 6h at 37 °C using Trypsin (Promega, Madison, WI). 60 µg of each sample were then brought to 10% (v/v) acetonitrile and labeled with 2:1 (TMT:Peptide) by mass of TMT-10 reagent (Pierce). The reaction was quenched with hydroxylamine (0.5% final volume). Afterwards, samples were acidified by adding formic acid to 2% final volume, combined, and desalted using a C18 Sep-Pak (Waters, Milford, MA). The now combined sample was fractionated using basic pH reversed phase chromatography using a 1200 HPLC (Agilent; Santa Clara, CA) equipped with a UV-DAD detector and fraction collection system. Then, the resulting 12 fractions were desalted using the C18 StageTip procedure^14^. Each fraction was loaded onto a 100 µm id, 35 cm long column packed with 1.8 µm beads (Sepax, Newark DE) and separated using a 3 h gradient from 8–27% buffer B (99% acetonitrile and 1% formic acid) and buffer A (96% water, 3% acetonitrile and 1% formic acid) on an Easy 1000 nano-LC (Thermo-Fisher Scientific, San Jose, CA). All MS analyses were performed on an Orbitrap Fusion Lumos mass spectrometer (Thermo-Fisher Scientific, San Jose, CA) applying a multi-notch MS3 method^15,16^. The FA proteomics was performed as a service at the Thermo Fisher Center for multiplexed Proteomics at the Harvard Medical School.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via PRIDE^17^ partner repository with the dataset identifiers PXD011453^18^ (FA) and PXD010861^19^ (UUO).

### Bioinformatic analysis

#### mRNA-seq data

All samples were processed using an RNA-seq pipeline implemented in the bcbio-nextgen project (https://bcbio-nextgen.readthedocs.org). Raw reads were examined for quality issues using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to ensure library generation and sequencing were suitable for further analysis. Adapter sequences, other contaminant sequences (such as polyA tails and low quality sequences with PHRED quality scores less than five) were trimmed from reads using atropos^20^. Trimmed reads were aligned to UCSC build mm10 of the Mus musculus genome, augmented with transcript information from Ensembl release GRCm38.84 using STAR^21^. Alignments were checked for evenness of coverage, rRNA content, genomic context of alignments (for example, alignments in known transcripts and introns), complexity and other quality checks using a combination of FastQC, Qualimap^22^, MultiQC^23^ and custom code within the bcbio-nextgen pipeline. Counts of reads aligning to known genes were generated by featureCounts^24^. In parallel, Transcripts Per Million (TPM) measurements per isoform were generated by quasialignment using Salmon^25^. Normalization at the gene level was called with DESeq2^24–26^, preferring to use counts per gene estimated from the Salmon quasialignments by tximport^11,24–27^. The DEGreport Bioconductor package was used for QC and clustering analysis (https://bioconductor.org/packages/release/bioc/html/DEGreport.html). A Quality metrics report for UOO and FA sequencing data can be found on https://github.com/hbc/MouseKidneyFibrOmics/tree/master/reports.

#### Small RNA-seq data

All samples were processed using a small RNA-seq pipeline implemented in the bcbio-nextgen project (https://bcbio-nextgen.readthedocs.org/en/latest/). Quality control of the raw reads was performed as above for the RNA-seq data using FastQC and atropos. In the following, we focused on miRNA analysis but the small RNA seq dataset includes also t-RNAs and pi-RNAs.Trimmed reads were aligned to miRBase v21^28^ to the specific species with seqbuster^29^. In addition, the trimmed reads were aligned to the Mus musculus genome (version mm10) using STAR^21,29^. The aligned reads were analyzed with seqcluster^30^ to characterize the whole small RNA transcriptome and classify reads into rRNA, miRNA, repeats, genes, tRNAs and others from the UCSCannotation^31^. Finally, aligned reads were analyzed using miRDeep2^32^, an algorithm that assesses the fit of sequenced RNAs to a biological model of miRNA generation and correct folding. Alignments were checked for evenness of coverage, rRNA content, genomic context of alignments (for example, alignments in known transcripts and introns), complexity and other quality checks using a combination of FastQC, MultiQC^23^ and custom code within the bcbio-nextgen pipeline.

Data were loaded into R using the bcbioSmallRna R package (https://github.com/lpantano/bcbioSmallRna) and isomiRs Bioconductor package^33,34^ to get normalized expression values^13^.

#### Proteomics data

Raw data were converted to mzXML and searched via Sequest^35^ version 28 against a concatenated Uniprot^36^ database downloaded 02/04/2014. Variable modifications of oxidized methionine and over-labelling of TMT on serine, threonine and tyrosine were considered^37^. Mass tolerance parameters for peptide identification were ±25 ppm for precursor ions and ±0.9 Da for fragment ions. To distinguish forward and reverse hits, linear discriminant analysis^38^ was used and reverse hits were filtered to an FDR of 1% at the protein level. Using rules of parsimony shared peptides were collapsed into the minimally sufficient number of proteins (Table 1). Quantitation filters of >200 sum reporter ion S:N and >0.7 isolation specificity were incorporated. All abundance values were normalized with edgeR using TMM method^39^ and transformed the abundance values to log2 scale. UNIPROT ids were mapped to ensembl gene ids using the GRCm38.84 release to combine the proteomic data with the gene and miRNA expression data.

**Table 1:** Numerical description of protein data for UUO and FA.

Model	Peptides identified	Proteins identified	Proteins quantified
UUO	134010	10265	8942
FA	184278	9285	8417

#### Data processing

We used the normalized abundance values for each data type to populate the Rshiny app. To pair miRNA with genes, we used TargetScanHuman database^40^. Only pairs described in the database and pairs with the abundance correlation along time was lower than −0.7 were kept as valid miRNA-Gene pairs. This information is shown in the Rshiny app, at the bottom of the page, where the user can inspect filtered targets of miRNAs.

## Data Records

A list of all datasets per biological replicate is summarized in an experimental study table (Online-only Table 1).

GitHub as an easily accessible and widely used platform was used for our codes and QC reports. All raw data and processed data were uploaded to GEO and PRIDE and the code was finally archived at Zenodo, too^41^.

The raw sequencing data have been deposited in the GEO database with ID number GSE118341^42^.

The raw protein data have been deposited in the PRIDE database with ID numbers PXD011453^18^ and PXD010861^18,19^.

Gene expression estimates using salmon and tximport for the UUO model can be found in uuo_mrna.csv^11^.

Gene expression estimates using salmon and tximport for the FA model can be found in fa_mrna.csv^10^.

miRNA data resulting from seqbuster and isomiRs for the UUO model can be found in uuo_mirna.csv^10,13^.

miRNA data resulting from seqbuster and isomiRs for the FA model can be found in fa_mrna.csv^12^.

Protein data resulting from limma for the UUO model can be found in uuo_protein.csv^43^.

Protein data resulting from limma for the FA model can be found in fa_protein.csv^43,44^.

## Technical Validation

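In unilateral ureteral obstruction (UUO), the ureter of the left kidney is tied off, so that urine backs up and the kidney becomes fibrotic. The UUO mRNA-seq data cover kidneys of 15 mice, 3 normal mice (day 0) and 4 mice at each of day 3, day 7 and day 14 after obstruction, and every mouse gave a single library. The authors estimated expression by Salmon quasialignment against transcripts of Ensembl release 84 (GRCm38) and deposited gene-level TPM (transcripts per 1000000) summarized with tximport. TPM divides the reads of each gene by its transcript length and scales every library to the same total, so the genes of each mouse sum to 1000000 TPM. The values therefore keep no sequencing depth, and the depth given here is that of the paper's Table 2. The paper's reads per library ranged from 29700000 to 40500000 in normal mice (median 32400000), from 34600000 to 39400000 at day 3 (median 36150000), from 26700000 to 39500000 at day 7 (median 38100000) and from 17000000 to 30100000 at day 14 (median 24150000). The day 14 libraries thus had the lowest median. The paper's 5'-3' bias is below 0.95 in 8 libraries, all of injured mice, and higher in all 3 normal and 4 injured libraries. This class was treated as a possible technical batch, with the class as a covariate in limma and with the comparisons recomputed within a class where it holds at least 2 mice of each time point. Genes were listed by Ensembl identifier, and names and positions were taken from GENCODE release M21 (Ensembl 96), which uses the same genome build GRCm38 but a later annotation release than the authors' alignment. This annotation named 99.12% of the genes, and these genes carried at least 95.78% of the TPM of every mouse.

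Expression was compared on log2(TPM + 1), in the 16252 genes with a TPM of at least 1 in at least 3 mice. limma was fitted to the 4 time points together, with a mean-variance trend and Benjamini-Hochberg adjustment over the tested genes, and a gene was called changed at an adjusted p below 0.05. Exact permutation tests of single genes exchanged the mice of the 2 time points compared. The smallest p such a test can give is 0.02857, both for 3 mice against 4 and for 4 against 4. The paper normalized counts per gene with DESeq2, which needs counts that are not in the files analysed here. As the alternative nearest to that step, TPM values were divided by a median-of-ratios factor per mouse, and these values are given beside the main ones. The factors ranged from 0.632 to 0.638 in normal mice, from 0.819 to 1.01 at day 3, from 1.07 to 1.22 at day 7 and from 1.12 to 1.63 at day 14.

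The labels number the mice 1 to 4 within each time point. Different mice were killed at each time point, and expression gave no sign that equal numbers mark related mice. After the mean of each time point was removed, the correlation across genes averaged -0.00634 over the 21 pairs of mice with the same number and 0.00215 over the 63 pairs with different numbers. The main fit therefore had no replicate block, and a fit with the replicate number as a block was run as an alternative.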

To assess the quality of the mRNA and small RNA sequencing libraries, basic quality metrics were summarized per sample in Tables 2 and 3 as well as in the supplementary information (Supplementary Tables 1 and 2). The full quality metrics report for UOO and FA sequencing data can be found on https://github.com/hbc/MouseKidneyFibrOmics/tree/master/reports. All mRNA-seq samples had a mapping rate >90%, ribosomal content <1% and exonic mapping rate >80%, showing a good enrichment of reads on coding genes. 

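The shares of reads that mapped, fell on rRNA genes and fell on exons were the paper's and could not be recomputed from TPM. In the paper's Table 2, 94.7% to 97.3% of the reads of the 15 UUO libraries were aligned, 82.2% to 88.7% of the aligned reads were exonic, and rRNA took 0.2% to 1.5%, the highest value being that of UUO day 3 replicate 3. The deposited TPM gave shares of transcripts rather than of reads. Protein-coding genes held between 52.2% and 67.8% of the TPM of a mouse, with means of 65.7% ± 1.8 (SD, n = 3) in normal mice, 58.7% ± 4.7 (SD, n = 4) at day 3, 60.1% ± 2.0 (SD, n = 4) at day 7 and 60.8% ± 0.8 (SD, n = 4) at day 14. Genes annotated as rRNA, mitochondrial rRNA or rRNA pseudogenes held 0.109% to 0.490% of the TPM, and the highest share was again in UUO day 3 replicate 3. Much of the TPM was mitochondrial. All genes of the mitochondrial genome, its tRNA and rRNA genes included, held 37.2% ± 3.9 (SD, n = 3) of the TPM in normal mice, 27.7% ± 3.8 (SD, n = 4) at day 3, 23.5% ± 3.3 (SD, n = 4) at day 7 and 19.0% ± 6.0 (SD, n = 4) at day 14. These shares are therefore not parts of the protein-coding share alone. Protein-coding genes outside the mitochondrial genome held 36.1% to 49.8% of the whole TPM of a mouse. Genes with a longest transcript under 300 nt held 34.3% to 43.8%. TPM divides reads by transcript length, which gives such genes a larger share than their reads. These shares therefore do not measure how many reads fell on coding genes. The 20 genes with the highest mean TPM, led by mt-Atp8, held 30.4% to 52.5% of the TPM of a mouse. Between 12330 and 15937 genes per mouse reached a TPM of at least 1. From the mapping, rRNA and exonic rates, the paper concludes that reads were well enriched on coding genes.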

Small RNA-seq samples had 3′ adapter in more than 80% of the reads, a read size distribution of 22 after adapter removal. After removal of reads shorter than 18 nts, more than 50% of the reads mapped to miRNA sequences.

**Table 2:** Quality metrics of UUO mRNA Seq data.

Sample Name	Reads	rRNA	5′-3′ bias	M Aligned	Exon %
normal_1	40.5 M	0.30%	0.99	39.2	88.7
normal_2	29.7 M	0.20%	0.99	28.9	88.7
normal_3	32.4 M	0.20%	0.99	31.5	88.5
day3_4	37.4 M	0.40%	0.99	36.4	87.4
day3_5	34.9 M	0.70%	0.98	33.7	85.2
day3_6	34.6 M	1.50%	0.84	33.2	83.4
day3_7	39.4 M	0.30%	0.87	38	86.4
day7_8	37.4 M	0.30%	0.97	36.2	84.6
day7_9	39.5 M	0.40%	0.85	38.2	86.2
day7_10	38.8 M	0.40%	0.87	37.4	85.7
day7_11	26.7 M	0.30%	0.9	25.6	84.8
day14_12	30.1 M	0.30%	0.97	29.1	84.5
day14_13	17.0 M	0.20%	0.88	16.1	84
day14_14	23.6 M	0.40%	0.9	22.8	82.2
day14_15	24.7 M	0.40%	0.87	23.9	83.9

**Table 3:** Quality metrics of UUO small RNA seq data.

Sample Name	M Seqs	% with adapter	miRNAs	isomiRs
normal_1	21.1	98	593	17485
normal_2	22.9	98	646	21147
normal_3	26.9	98	650	20328
day3_1	22.6	99	775	27171
day3_2	21.2	99	799	28416
day3_3	19.1	99	789	27292
day3_4	22.8	98	784	28022
day7_1	23.8	99	801	28313
day7_2	19.4	99	710	22612
day7_3	27.3	99	804	30444
day7_4	23.6	99	794	27713
day14_1	25.4	99	770	28953
day14_2	21.5	99	741	25008
day14_3	29.4	99	785	28947
day14_4	21.2	99	730	34074

To further assess the quality of the data, we performed principal component analysis of the normalized gene and protein expression values to determine if the biological replicates show consistency and group by time after injury. Figure 2 shows strong clustering of the replicates and separation among time points for UUO miRNA (a), UUO mRNA (b), UUO protein (c) and FA protein (d). 

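For the UUO mRNA data, time point accounted for an R squared of 0.637 of the squared Euclidean distances between the 15 mice over 16252 genes (permutational analysis of variance on log2(TPM + 1), exact permutation test over 2627625 partitions, p = 7.61e-07). Leaving out each mouse in turn gave an R squared between 0.604 and 0.672. Mice of the same time point lay at mean distances of 67.7 ± 2.4 (SD over 3 pairs of mice) in normal mice, 83.7 ± 6.4 (SD over 6 pairs) at day 3, 80.9 ± 3.2 (SD over 6 pairs) at day 7 and 99.1 ± 3.7 (SD over 6 pairs) at day 14. Normal mice lay at 127 ± 11 (SD over 12 pairs) from the day 3 mice, 152 ± 13 (SD over 12 pairs) from the day 7 mice and 193 ± 18 (SD over 12 pairs) from the day 14 mice, well beyond the distances within any time point. The injured time points overlapped more. By these distances over all tested genes, the nearest mouse belonged to the same time point for 8 of the 15 mice, and for 9 of the 15 after median-of-ratios rescaling. In exact permutation tests of pairs of time points, time point accounted for 25.2% of the squared distances between day 3 and day 7 mice (p = 0.0286, n = 4 and 4), 43.9% between day 3 and day 14 mice (p = 0.0286, n = 4 and 4) and 26.2% between day 7 and day 14 mice (p = 0.0571, n = 4 and 4). After median-of-ratios rescaling, the same tests gave 20.4% (exact permutation p = 0.0571), 37.7% (exact permutation p = 0.0286) and 25.2% (exact permutation p = 0.0286) in the same order, so which pair of neighbouring time points separates depends on the scaling. Within the low 5'-3' bias class, a comparison chosen after the data had been seen, time point accounted for an R squared of 0.498 over 8 injured mice (exact permutation test over 280 partitions, p = 0.00357, the smallest it can give). The R squared over all mice moved most, to 0.789, when only genes with a TPM of at least 1 in all 15 mice were used.

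In limma, 7657 genes were changed at day 3 against normal, 10851 at day 7 and 12516 at day 14. Between injured time points, 925 genes differed from day 3 to day 7, 2898 from day 7 to day 14 and 9417 from day 3 to day 14. With an absolute log2 fold change of at least 1 required as well, the numbers against normal were 2464, 4248 and 7037, and those between injured time points 228, 459 and 2268 in the same order. Median-of-ratios rescaling gave 7917, 8850 and 10347 changed genes against normal, and 525, 2599 and 6515 between injured time points. With the replicate number as a block, 7397, 10848 and 12521 genes were changed against normal, and 394, 1861 and 9201 between injured time points. With the 5'-3' bias class as a covariate, the numbers were 7470, 10574 and 12372 against normal, and 1238, 2944 and 9780 between injured time points. When only the 2 time points compared were in the fit, 512 genes differed from day 3 to day 7 and 42 from day 7 to day 14. The block was not used in the main fit because mice that share a number were no more alike than others, with mean correlations of -0.00634 and 0.00215. From the grouping in Fig. 2b, the paper concludes that the replicates cluster strongly and that the time points separate. The miRNA and protein data of the same figure were not analysed here.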

FA mRNA and miRNA data are shown in the supplementary information (Supplementary Fig. 1). The separation among time points is maximal in the protein datasets, while the mRNA and miRNA datasets show how day 7 and day 14 (for mRNA) and day 3 and day 7 (for miRNA) are more closely related. 

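Distances between the UUO mRNA profiles were taken between all pairs of mice, on log2(TPM + 1) over 16252 genes. The 16 pairs of a day 3 and a day 7 mouse lay at a mean distance of 92.0 ± 8.2 (SD over pairs), the 16 pairs of a day 7 and a day 14 mouse at 102 ± 12 (SD over pairs), and the 16 pairs of a day 3 and a day 14 mouse at 126 ± 17 (SD over pairs). The mean distance from day 3 to day 7 was thus smaller than that from day 7 to day 14, by a difference of -9.80. This difference was within the spread between mice (exact permutation test over the 70 exchanges of the day 3 and day 14 mice, p = 0.143, n = 4 and 4). It stayed between -15.8 and -4.57 when each mouse was left out in turn. After median-of-ratios rescaling, the mean distances were 85.3 ± 5.1 from day 3 to day 7 and 91.5 ± 9.6 from day 7 to day 14 (SD over 16 pairs each), a difference of -6.12 (exact permutation test, p = 0.143, n = 4 and 4). The order was not the same within the 5'-3' bias class that holds mice of all 3 injured time points. Among the 8 mice of the low class, the mean distance was 98.1 from day 3 to day 7 and 96.3 from day 7 to day 14, a difference of 1.84 (exact permutation test, p = 0.9, n = 2 and 3), a comparison chosen after the data had been seen. Of the alternatives set beforehand, the one that moved the difference most was the use of only the 500 genes with the highest variance, at -3.12 (exact permutation test, p = 0.171, n = 4 and 4). The number of changed genes in limma was 925 from day 3 to day 7 and 2898 from day 7 to day 14. This order of the counts depended on the fit. With only the 2 time points compared in the fit, the counts were 512 and 42, the other way round, and after median-of-ratios rescaling they were 525 and 2599. With the replicate number as a block, these were 394 and 1861, where mice that share a number were no more alike than others (mean correlations of -0.00634 and 0.00215). From the positions of the mice in Fig. 2b, the paper concludes that day 7 and day 14 are the more closely related time points in the mRNA data. It reasons that miRNA changes precede mRNA changes. The miRNA and protein data were not analysed here.

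**Figure D1:**
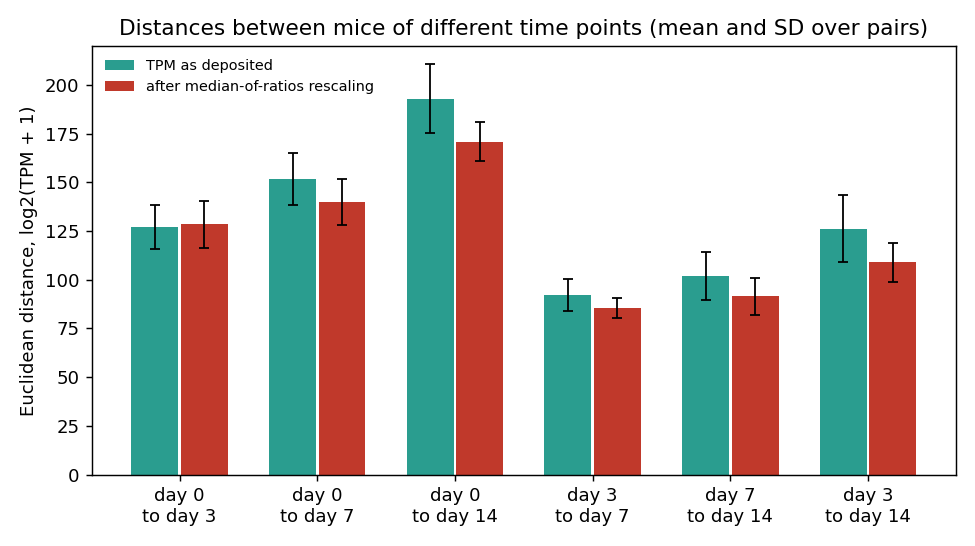
Euclidean distances of log2(TPM + 1) between UUO mRNA profiles, for pairs of mice of different time points (horizontal axis). Bars give the mean over pairs and error bars the SD, for TPM as deposited and after median-of-ratios rescaling. In TPM as deposited, pairs of day 3 and day 7 mice lie at 92.0 on average and pairs of day 7 and day 14 mice at 102, while pairs of normal and day 14 mice lie at 193.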

This difference can be explained by the fact that miRNA changes happen before mRNA changes, and the miRNA profile of day 3 could be impacting the day 7 mRNA profile. The same might be true for day 7 of the miRNA profile and day 14 of the mRNA profile.

**Fig. 2:**
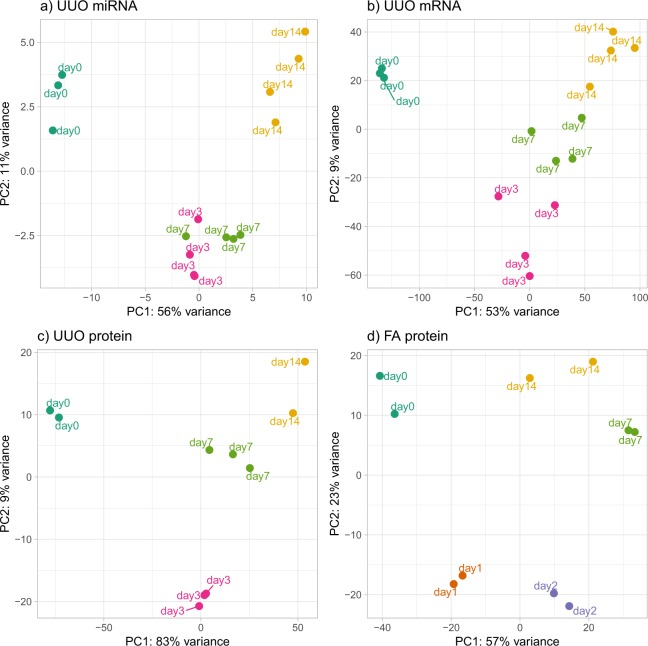
Principal component analysis (PCA) of all UUO datasets and FA proteins. The normalized expression abundance of mRNAs, proteins and miRNA was used. Each color represents a time point in the dataset. (**a**) miRNA expression in kidneys from the UUO model shows day 3 and 7 being in the same cluster, while the normal and the latest time points are distinct. (**b**) The greatest variation in gene expression in the UUO model is observed along the first principal component (PC) between normal and injured samples, with the second PC separating injury times. (**c**) A similar pattern is observed using UUO protein expression, with higher consistency within sample groups allowing for better discrimination between time points. (**d**) Protein expression in the FA model shows different clusters for each time point, PC1 separating normal from the injured samples, and PC2 separating early injury from later time points.

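In the principal component analysis of the UUO mRNA data, genes were centred and not scaled, and all 16252 genes with a TPM of at least 1 in at least 3 mice were used on log2(TPM + 1). PC1 held 56.2% of the variance and PC2 7.77%, with jackknife standard errors of 8.26 and 1.89 percentage points from leaving out each of the 15 mice. Normal mice had PC1 scores of -108 ± 2 (SD, n = 3), day 3 mice -13.3 ± 16.3 (SD, n = 4), day 7 mice 24.0 ± 18.0 (SD, n = 4) and day 14 mice 70.7 ± 22.4 (SD, n = 4). The split of normal and injured mice accounted for a share of 0.716 of the PC1 variance (exact permutation test over 455 splits of 3 and 12 mice, p = 0.0022, the smallest p that this design allows). PC1 also followed time among the injured mice, with scores from -24.0 to 11.0 at day 3 and from 38.6 to 86.6 at day 14. On PC2, day 3 mice scored -29.9 ± 18.5 (SD, n = 4), day 7 mice -5.35 ± 9.68 (SD, n = 4), day 14 mice 18.9 ± 14.6 (SD, n = 4) and normal mice 21.9 ± 2.7 (SD, n = 3). The injury times accounted for a share of 0.709 of the PC2 variance of the 12 injured mice (exact permutation test over 5775 partitions into groups of 4, p = 0.00277), although the ranges of neighbouring time points overlapped. Within the 5'-3' bias classes, a comparison chosen after the data had been seen, the split of the 3 normal and 4 injured mice of the high class accounted for a share of 0.803 of the variance of their PC1 scores (exact permutation test over 35 splits, p = 0.0286, the smallest it can give). The injury times accounted for a share of 0.863 of the variance of the PC2 scores of the 8 mice of the low class (exact permutation test over 280 partitions, p = 0.0107). After median-of-ratios rescaling, PC1 held 50.2% and PC2 8.70% of the variance, and the shares between groups were 0.800 on PC1 and 0.841 on PC2 (exact permutation tests, p = 0.0022 and p = 0.00017, n = 3 and 12 and n = 4 per time point). After this rescaling the PC2 ranges of neighbouring injured time points no longer overlapped. They were -45.8 to -15.0 at day 3, -11.7 to 2.32 at day 7 and 8.80 to 30.8 at day 14. The PC2 result depended most on scaling. With genes scaled to unit variance, the injury times accounted for a share of 0.357 on PC2, which the exact permutation test did not separate from other partitions (p = 0.137, n = 4 per time point). From Fig. 2b, the paper reads PC1 as the difference between normal and injured kidneys and PC2 as the difference between injury times. The miRNA and protein panels were not analysed here.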

Additionally, we have looked at the expression of known housekeeping genes and well-known fibrosis and injury markers (Fig. 3 and Supplementary Fig. 2) to evaluate the validity of the animal and omics experiments. The selection of these genes is purely based on literature and did not result from any statistical analysis. The coefficient of variation average for housekeeping genes is 3.3%, indicating stable expression in all kidney samples. 

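The coefficient of variation (CV) of the 9 housekeeping genes in the UUO mRNA data was the SD divided by the mean of log2(TPM + 1) over the 15 mice, averaged over the genes. The log2 scale was taken because Fig. 3c plots the genes on it. A CV on this scale also depends on the unit, because the mean log2 value divides the SD. For the same SD, genes of low TPM such as Polr2a and Tbp thus get a larger CV. The mean CV was 8.65%, with a jackknife standard error of 1.19 percentage points over the mice, and it stayed between 7.95% and 8.95% when each mouse was left out in turn. The lowest CV was that of Gapdh at 3.51%, followed by Ppia at 3.86% and Pgk1 at 5.40%. Hprt had a CV of 7.04%, Actb 7.08%, Polr2a 10.8%, Tbp 11.5%, B2m 12.8% and Gusb 15.9%. After median-of-ratios rescaling the mean was 7.51%, with the lowest CV in Ppia at 2.63% and the highest in Gusb at 21.2%. The scale moved the mean most. On linear TPM it was 34.9%. Within each time point, averaged over the 4 time points, the mean CV on the log2 scale was 3.46%. How reads were shared with pseudogenes of similar sequence, such as those annotated for Gapdh, cannot be told from TPM. From a low average CV, the paper concludes that expression of these genes is stable in all kidney samples. Its other datasets were not analysed here.

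**Figure D2:**
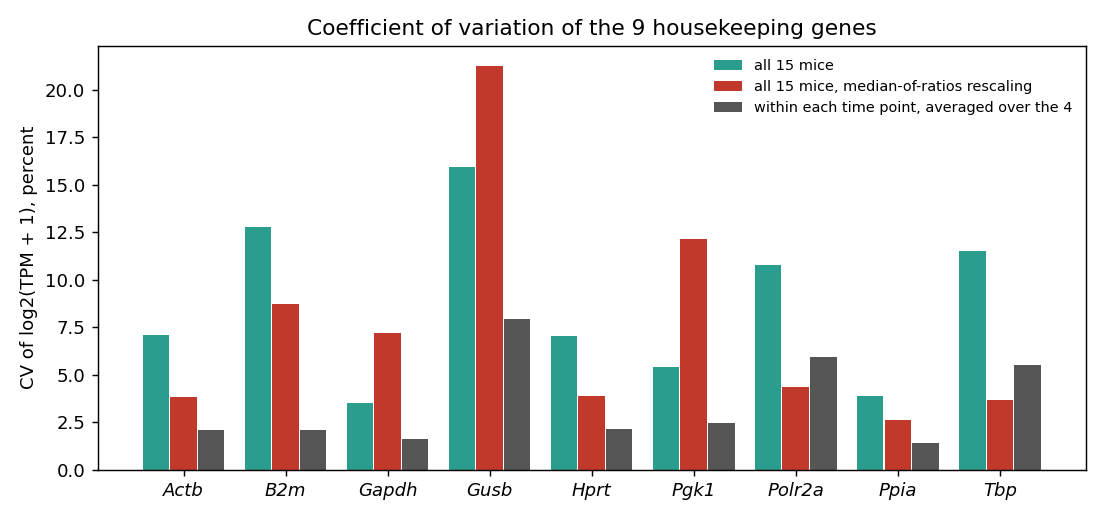
CV of log2(TPM + 1) in percent (vertical axis) for each housekeeping gene, over all 15 mice, over all 15 mice after median-of-ratios rescaling, and within each time point averaged over the 4. Over all mice the CV runs from 3.51% in Gapdh to 15.9% in Gusb, and within time points from 1.39% in Ppia to 7.93% in Gusb.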

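In the UUO mRNA data, the 3 fibrosis markers rose from normal to day 3, day 7 and day 14. Acta2 (ENSMUSG00000035783) lies on chromosome 19 of GRCm38 from 34241090 to 34255590 and encodes α-smooth muscle actin. Its mean TPM was 9.16 ± 3.68 (SD, n = 3) in normal mice, 46.5 ± 18.2 (SD, n = 4) at day 3, 73.7 ± 27.7 (SD, n = 4) at day 7 and 116 ± 65 (SD, n = 4) at day 14. Against normal, its log2 fold change in limma was 2.22 at day 3 (SE 0.407, adjusted p = 0.0007324), 2.85 at day 7 (SE 0.407, adjusted p = 5.45e-05) and 3.46 at day 14 (SE 0.407, adjusted p = 4.92e-06). Col1a1 (ENSMUSG00000001506) lies on chromosome 11 from 94936224 to 94953042 and encodes a collagen I chain. Its mean TPM was 1.29 ± 0.16 (SD, n = 3) in normal mice, 44.4 ± 12.1 (SD, n = 4) at day 3, 107 ± 46 (SD, n = 4) at day 7 and 215 ± 105 (SD, n = 4) at day 14. The log2 fold change was 4.28 at day 3 (SE 0.412, adjusted p = 5.74e-06), 5.44 at day 7 (SE 0.412, adjusted p = 3.87e-07) and 6.41 at day 14 (SE 0.412, adjusted p = 3.76e-08). Fn1 (ENSMUSG00000026193) lies on chromosome 1 from 71585520 to 71653200 and encodes fibronectin. Its mean TPM was 5.24 ± 1.07 (SD, n = 3) in normal mice, 55.9 ± 20.5 (SD, n = 4) at day 3, 111 ± 43 (SD, n = 4) at day 7 and 214 ± 81 (SD, n = 4) at day 14. Its log2 fold change was 3.12 at day 3 (SE 0.369, adjusted p = 2.72e-05), 4.11 at day 7 (SE 0.369, adjusted p = 1.4e-06) and 5.03 at day 14 (SE 0.369, adjusted p = 9.94e-08).

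For each marker and time point, every injured mouse was above every normal mouse (exact permutation test, p = 0.0286, the smallest p that 3 mice against 4 allow). No single step between neighbouring time points passed the threshold in limma with all mice in the fit. For Col1a1 and Fn1, this did not hold for every mouse left out in turn. From day 3 to day 7, the log2 fold change was 0.632 for Acta2 (adjusted p = 0.253), 1.16 for Col1a1 (adjusted p = 0.0772) and 0.988 for Fn1 (adjusted p = 0.0855). From day 7 to day 14, it was 0.606 for Acta2 (adjusted p = 0.264), 0.972 for Col1a1 (adjusted p = 0.0895) and 0.916 for Fn1 (adjusted p = 0.0758). Over the whole step from day 3 to day 14, the rises of 1.24 in Acta2 (adjusted p = 0.0132), 2.14 in Col1a1 (adjusted p = 0.000571) and 1.90 in Fn1 (adjusted p = 0.00058) passed the threshold. In exact permutation tests of single steps (n = 4 and 4), only Fn1 from day 3 to day 7 had no overlap between the 2 time points (p = 0.0286). The p for Acta2 was 0.2 from day 3 to day 7 and 0.314 from day 7 to day 14, for Col1a1 0.0571 and 0.114, and for Fn1 from day 7 to day 14 0.0571, by the same exact test.

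Median-of-ratios rescaling lowered the day 14 rises most, to 2.4 for Acta2, 5.55 for Col1a1 and 4.00 for Fn1, and the day 3 rises to 1.76, 4.01 and 2.69 in the same order. After it, the rise from day 3 to day 14 was 0.645 for Acta2 (adjusted p = 0.184), 1.54 for Col1a1 (adjusted p = 0.00314) and 1.31 for Fn1 (adjusted p = 0.00236). With the replicate number as a block, the log2 fold change at day 14 was 3.45 for Acta2 (adjusted p = 6.32e-05), 6.46 for Col1a1 (adjusted p = 1.81e-06) and 5.13 for Fn1 (adjusted p = 2.21e-06). Within the high 5'-3' bias class, the 4 injured mice were above the 3 normal mice by 3.15 in Acta2, 5.43 in Col1a1 and 4.14 in Fn1 on the log2 scale (exact permutation test, p = 0.0286 for each). Within the low class, chosen after the data had been seen and with no normal mice, the difference from day 3 to day 14 was 1.15, 1.98 and 2.13 in the same order (exact permutation test, p = 0.1, the smallest p that 2 mice against 3 allow). Equal numbers marked no measurable likeness, with mean correlations of -0.00634 for mice that share a number and 0.00215 for others. From these profiles in Fig. 3a, the paper concludes that fibrosis markers increase continuously in the irreversible UUO model. The FA model was not analysed here.

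**Figure D3:**
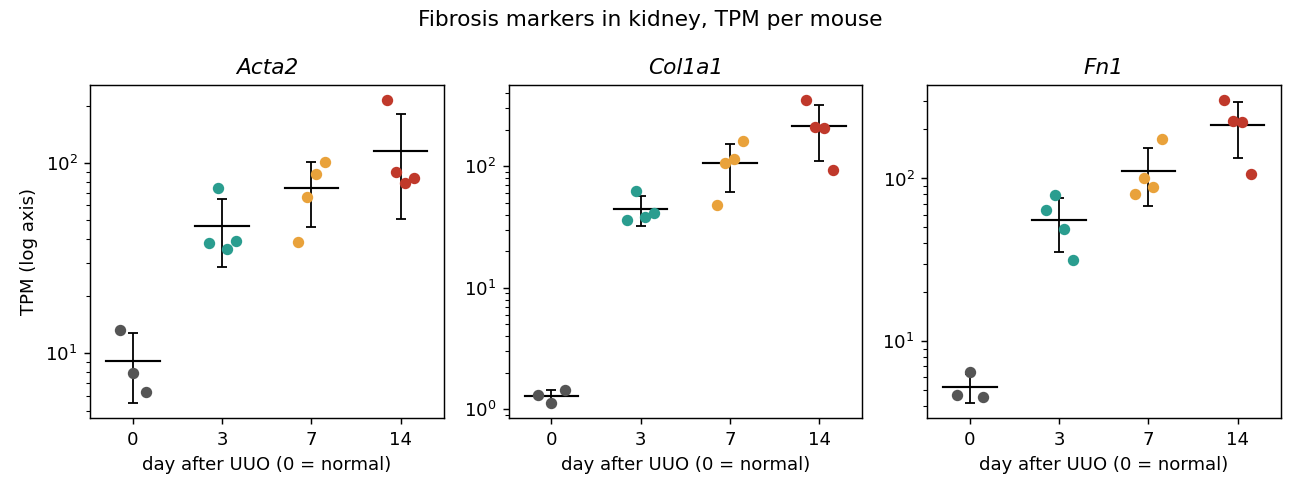
TPM per mouse on a log axis against day after UUO (0 for normal mice) for Acta2, Col1a1 and Fn1, with each point a mouse and bars for the mean and SD of each time point. Mean TPM rises from 9.16 to 116 in Acta2, from 1.29 to 215 in Col1a1 and from 5.24 to 214 in Fn1 between normal and day 14 mice.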

Classical fibrosis markers α-smooth muscle actin (Acta2), collagen (Col1a1) and fibronectin (Fn1) are continuously increased over time for the irreversible UUO model whereas there is a decrease towards normal in the reversible FA model. Kidney injury markers clusterin (Clu), kidney injury molecule 1 (Kim-1 alias Havcr) and lipocalin-2 (Ngal alias Lcn2) are strongly increased early on without further significant increases over time in the UUO model. 

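In the UUO mRNA data, Clu (ENSMUSG00000022037), on chromosome 14 of GRCm38 from 65968483 to 65981547, had a mean TPM of 42.2 ± 1.9 (SD, n = 3) in normal mice, 983 ± 334 (SD, n = 4) at day 3, 690 ± 177 (SD, n = 4) at day 7 and 797 ± 239 (SD, n = 4) at day 14. Its log2 fold change against normal was 4.44 at day 3 (SE 0.306, adjusted p = 3.22e-07 from limma) and 4.16 at day 14 (SE 0.306, adjusted p = 1.02e-07). Neither later step passed the threshold, with log2 fold changes of -0.474 from day 3 to day 7 (adjusted p = 0.254) and 0.199 from day 7 to day 14 (adjusted p = 0.633). Havcr1 (ENSMUSG00000040405), on chromosome 11 from 46735080 to 46779578, had a mean TPM of 15.0 ± 1.8 (SD, n = 3) in normal mice, 469 ± 56 (SD, n = 4) at day 3, 284 ± 77 (SD, n = 4) at day 7 and 157 ± 52 (SD, n = 4) at day 14. The rise against normal was 4.87 on the log2 scale at day 3 (SE 0.236, adjusted p = 1.97e-08) and 3.25 at day 14 (SE 0.236, adjusted p = 9.51e-08). After day 3 its expression declined, with log2 fold changes of -0.754 to day 7 (adjusted p = 0.0581) and -0.866 from day 7 to day 14 (adjusted p = 0.0195), and -1.62 over both steps (adjusted p = 9.5e-05). By exact permutation tests, p was 0.0286 from day 3 to day 7 and 0.0571 from day 7 to day 14 (n = 4 and 4). Lcn2 (ENSMUSG00000026822), on chromosome 2 from 32384633 to 32388252, had a mean TPM of 0.928 ± 0.322 (SD, n = 3) in normal mice, 338 ± 141 (SD, n = 4) at day 3, 298 ± 136 (SD, n = 4) at day 7 and 495 ± 158 (SD, n = 4) at day 14. Against normal, Lcn2 rose by 7.39 on the log2 scale at day 3 (SE 0.442, adjusted p = 1.48e-07) and by 7.95 at day 14 (SE 0.442, adjusted p = 1.39e-08). Its steps of -0.265 to day 7 (adjusted p = 0.658) and 0.824 from day 7 to day 14 (adjusted p = 0.168) lay within the variation between mice.

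At every time point, all injured mice were above all normal mice in each of the 3 genes (exact permutation test, p = 0.0286, the smallest p that 3 mice against 4 allow). Median-of-ratios rescaling moved Clu and Havcr1 most, to 3.93 at day 3 and 3.06 at day 14 for Clu, and to 4.39 and 2.17 for Havcr1. Under it, Havcr1 fell in both later steps, with log2 fold changes of -1.07 (adjusted p = 0.0233) and -1.15 (adjusted p = 0.00854), and Clu had a log2 fold change of -0.875 from day 3 to day 14 (adjusted p = 0.00952). Lcn2, whose TPM in normal mice was near 1, moved most with the pseudocount. With a pseudocount of 0.1 its rise was 8.33 at day 3 and 8.89 at day 14, and after median-of-ratios rescaling it was 7.18 and 7.14. Within the high 5'-3' bias class, the 4 injured mice were above the 3 normal mice by 4.44 in Clu, 4.39 in Havcr1 and 7.27 in Lcn2 on the log2 scale (exact permutation test, p = 0.0286 for each). Within the low class, which holds no normal mice, a comparison chosen after the data had been seen gave steps to day 7 and from there to day 14 of 0.134 and -0.173 in Clu, -0.481 and -1.21 in Havcr1, and 0.305 and 0.304 in Lcn2, with exact permutation p from 0.1 to 0.8 (n = 2 or 3). Of these, the steps of Clu and the first step of Lcn2 had the other sign. With the replicate number as a block, the day 3 rises were 4.54 for Clu (adjusted p = 3.86e-06), 4.93 for Havcr1 (adjusted p = 4.46e-07) and 7.47 for Lcn2 (adjusted p = 2.78e-06), and the pairing check behind it found mean correlations of -0.00634 for mice with the same number and 0.00215 for the rest. For Fig. 3b, the paper describes a strong early increase of these injury markers in the UUO model, with no significant increase after it.

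**Figure D4:**
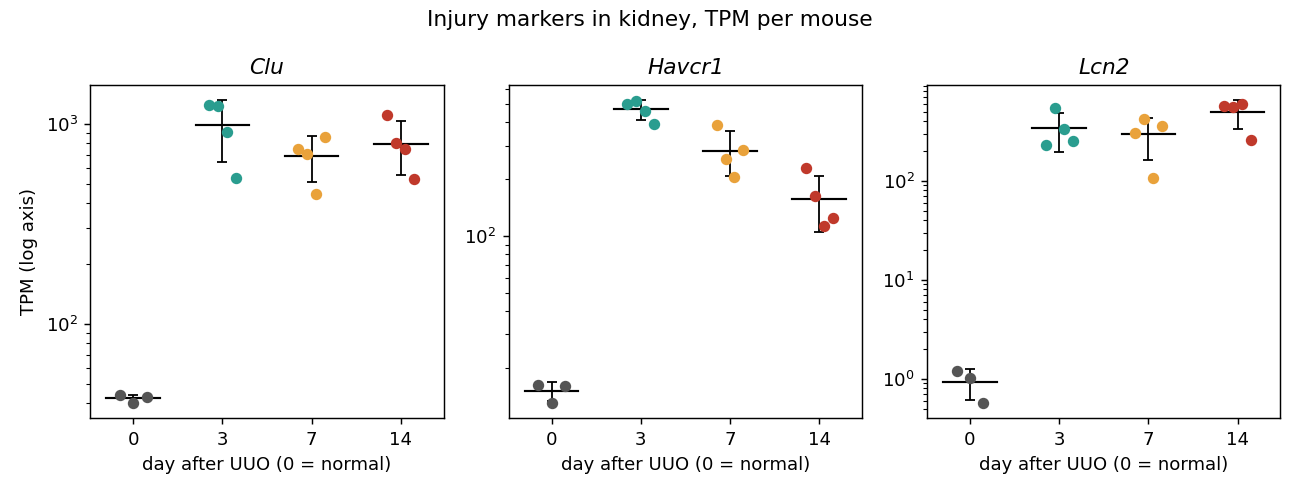
TPM per mouse on a log axis against day after UUO (0 for normal mice) for Clu, Havcr1 and Lcn2, with each point a mouse and bars for the mean and SD of each time point. Havcr1 falls from a mean of 469 at day 3 to 157 at day 14, while Clu and Lcn2 stay between means of 690 and 983 and of 298 and 495 after injury.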

In the FA model, similar to fibrosis markers, injury markers indicate recovery at the later time points. Thus, fibrosis and injury marker profiles correspond to previously published data. miR-192, a kidney-enriched miRNA involved in regulation of the sodium transport, is decreased in de-differentiated fibrotic kidneys^45^ while miR-21 increased according to its role in fibrosis^46,47^.

**Fig. 3:**
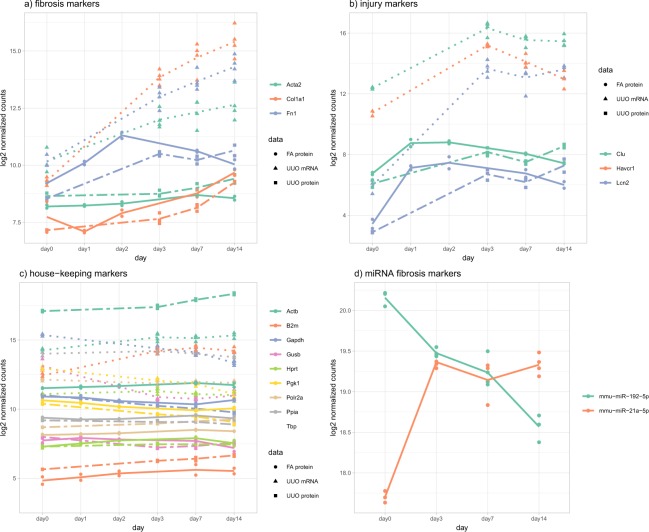
Expression profiles of fibrosis and injury markers and housekeeping genes. UUO mRNA (dotted line), UUO protein (dashed line), FA protein (standard line), and UUO miRNA (standard line). (**a**) The fibrosis markers α-smooth muscle actin (Acta2), collagen (Col1a1) and fibronectin (Fn1) show increasing expression over time for UUO mRNA, UUO protein and FA protein datasets. (**b**) Kidneyinjury markers clusterin (Clu), kidney injury molecule 1 (Kim-1 alias Havcr) and lipocalin-2 (Ngal alias Lcn2) show increased expression early on without further significant increases over time. (**c**) Nine commonly used housekeeping genes show no change of expression in all the datasets. (**d**) miRNAs miR-192 and -21 are involved in kidney pathogenesis and show expression changes over time for the UUO model.

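In the UUO mRNA data, the 9 housekeeping genes were tested for any difference between the 4 time points with limma's moderated F test on log2(TPM + 1), adjusted over 16252 genes. All 9 passed the threshold, with adjusted p values from 5.67e-08 for B2m to 0.00508 for Polr2a. Most genes did so, 12217 of the 16252, so passing does not set the housekeeping genes apart from other genes. B2m had the largest rise, from a mean TPM of 118 ± 10 (SD, n = 3) in normal mice to 579 ± 39 (SD, n = 4) at day 3, 853 ± 126 (SD, n = 4) at day 7 and 900 ± 187 (SD, n = 4) at day 14. Actb rose from 1195 ± 106 TPM (SD, n = 3) in normal mice to 5527 ± 1082 (SD, n = 4) at day 14. Gusb fell from 49.5 ± 15.7 TPM (SD, n = 3) in normal mice to 14.9 ± 5.4 (SD, n = 4) at day 3 and was at 24.1 ± 6.9 (SD, n = 4) at day 14. Gapdh fell from 1564 ± 95 TPM (SD, n = 3) to 840 ± 112 (SD, n = 4) at day 14, and Pgk1 from 59.9 ± 5.6 (SD, n = 3) to 35.4 ± 5.4 (SD, n = 4). The other 4 genes, Hprt, Polr2a, Ppia and Tbp, rose. After median-of-ratios rescaling, which moved the count most, 5 of the 9 genes passed (Actb, B2m, Gapdh, Gusb and Pgk1), and Hprt (adjusted p = 0.26), Polr2a (adjusted p = 0.169), Ppia (adjusted p = 0.0857) and Tbp (adjusted p = 0.553) did not. With the replicate number as a block, 9 of the 9 passed, although mice with the same number were no more alike than others (mean correlations of -0.00634 and 0.00215). With the 5'-3' bias class as a covariate, 9 of the 9 also passed. On the log2 scale of Fig. 3c, the paper takes the profiles of these genes as unchanged in all its datasets. The protein and FA data were not analysed here.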

## Usage Notes

Analyses of parts of this dataset have been published before in separate publications^4,5^ using the FA mRNA and miRNA data to identify new biomarkers of fibrosis and to find miRNAs involved in the pathophysiology, respectively. This bigger dataset here with mRNA, miRNA and protein data from two kidney fibrosis models could be utilized, among other possibilities, to (1) identify and validate new target genes or miRNAs for kidney fibrosis; (2) develop a more comprehensive understanding of the pathophysiology; (3) identify novel gene-miRNA regulatory networks related to kidney fibrosis; and (4) discover novel transcripts (genes and miRNAs) in fibrotic kidneys. The various ways to use and re-use proteomics data have been reviewed and well-stated elsewhere^48,49^. Furthermore, a large number of algorithms for differential gene expression analysis are available through the BioConductor project website to re-analyse or further investigate this dataset. In addition, we have developed a searchable web-tool for simple and quick inquiries related to this dataset: http://hbcreports.med.harvard.edu/fmm/.

Kidney fibrosis as well as any other fibrotic disease are complex and involve complementary changes in gene and protein expression as the disease initiates and progresses; thereby, affecting various signalling pathways^50^. Restricting data generation and analysis to a single omic dataset shows only one facet of this complex pathophysiology. Therefore, the value of using multi omics data lies in the generation of more representative multi-layered networks which can uncover causative changes^51^. Comparable approaches have been made for other fibrotic diseases either in one study^52^ or retrospectively by reviewing individually generated and published single omics datasets^53^. Similarly, individual omics datasets generated by others using human kidney disease samples^54^ or human fibrotic diseases could be combined and integrated with our dataset to explore translational aspects or “universal” fibrotic patterns. A plethora of different integration algorithms are available and could be used for this purpose^55^.

One main limitation in the data reported here is that bulk omics datasets do not distinguish among different kidney cell types and infiltrated immune cells; however, this bulk data could be useful for power calculations for designing future single-cell and omics studies.

## Supplementary Information

### ISA-Tab metadata file

Download metadata file

### Supplementary information

Supplementary Information

## Data Availability

The code used to process the data and perform the quality control and visualization analysis can be found at: https://github.com/hbc/MouseKidneyFibrOmics and at Zenodo^41^.

## Online-only Table

**Online-only Table 1:** Experimental study table.

Subjects	Protocol 1	Protocol 2	Protocol 3	Protocol 4	Data	Protocol 5	Data	Protocol 6	Protocol 7	Data
UUO mouse 1	no surgery	Kidney dissection	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341	protein isolation	10-plex TMT LC/MS proteomics	PXD010861
UUO mouse 2	no surgery	Kidney dissection	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341	protein isolation	10-plex TMT LC/MS proteomics	PXD010861
UUO mouse 3	no surgery	Kidney dissection	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341			
UUO mouse 4	UUO	Kidney dissection after 3 days	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341	protein isolation	10-plex TMT LC/MS proteomics	PXD010861
UUO mouse 5	UUO	Kidney dissection after 3 days	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341	protein isolation	10-plex TMT LC/MS proteomics	PXD010861
UUO mouse 6	UUO	Kidney dissection after 3 days	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341	protein isolation	10-plex TMT LC/MS proteomics	PXD010861
UUO mouse 7	UUO	Kidney dissection after 3 days	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341			
UUO mouse 8	UUO	Kidney dissection after 7 days	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341	protein isolation	10-plex TMT LC/MS proteomics	PXD010861
UUO mouse 9	UUO	Kidney dissection after 7 days	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341	protein isolation	10-plex TMT LC/MS proteomics	PXD010861
UUO mouse 10	UUO	Kidney dissection after 7 days	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341	protein isolation	10-plex TMT LC/MS proteomics	PXD010861
UUO mouse 11	UUO	Kidney dissection after 7 days	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341			
UUO mouse 12	UUO	Kidney dissection after 14 days	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341	protein isolation	10-plex TMT LC/MS proteomics	PXD010861
UUO mouse 13	UUO	Kidney dissection after 14 days	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341	protein isolation	10-plex TMT LC/MS proteomics	PXD010861
UUO mouse 14	UUO	Kidney dissection after 14 days	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341			
UUO mouse 15	UUO	Kidney dissection after 14 days	RNA extraction	mRNA Seq	GSE118341	small RNA seq	GSE118341			
FA mouse 1	no treatment	Kidney dissection	RNA extraction	mRNA Seq	GSE65267	small RNA seq	GSE61328	protein isolation	10-plex TMT LC/MS proteomics	PXD011453
FA mouse 2	no treatment	Kidney dissection	RNA extraction	mRNA Seq	GSE65267	small RNA seq	GSE61328	protein isolation	10-plex TMT LC/MS proteomics	PXD011453
FA mouse 3	no treatment	Kidney dissection	RNA extraction	mRNA Seq	GSE65267	small RNA seq	GSE61328			
FA mouse 4	single i.p. injection 250 mg/kg FA	Kidney dissection after 1 day	RNA extraction	mRNA Seq	GSE65267			protein isolation	10-plex TMT LC/MS proteomics	PXD011453
FA mouse 5	single i.p. injection 250 mg/kg FA	Kidney dissection after 1 day	RNA extraction	mRNA Seq	GSE65267			protein isolation	10-plex TMT LC/MS proteomics	PXD011453
FA mouse 6	single i.p. injection 250 mg/kg FA	Kidney dissection after 1 day	RNA extraction	mRNA Seq	GSE65267					
FA mouse 7	single i.p. injection 250 mg/kg FA	Kidney dissection after 2 days	RNA extraction	mRNA Seq	GSE65267			protein isolation	10-plex TMT LC/MS proteomics	PXD011453
FA mouse 8	single i.p. injection 250 mg/kg FA	Kidney dissection after 2 days	RNA extraction	mRNA Seq	GSE65267			protein isolation	10-plex TMT LC/MS proteomics	PXD011453
FA mouse 9	single i.p. injection 250 mg/kg FA	Kidney dissection after 2 days	RNA extraction	mRNA Seq	GSE65267					
FA mouse 10	single i.p. injection 250 mg/kg FA	Kidney dissection after 3 days	RNA extraction	mRNA Seq	GSE65267	small RNA seq	GSE61328	protein isolation	10-plex TMT LC/MS proteomics	PXD011453
FA mouse 11	single i.p. injection 250 mg/kg FA	Kidney dissection after 3 days	RNA extraction	mRNA Seq	GSE65267	small RNA seq	GSE61328	protein isolation	10-plex TMT LC/MS proteomics	PXD011453
FA mouse 12	single i.p. injection 250 mg/kg FA	Kidney dissection after 3 days	RNA extraction	mRNA Seq	GSE65267	small RNA seq	GSE61328			
FA mouse 13	single i.p. injection 250 mg/kg FA	Kidney dissection after 7 days	RNA extraction	mRNA Seq	GSE65267	small RNA seq	GSE61328	protein isolation	10-plex TMT LC/MS proteomics	PXD011453
FA mouse 14	single i.p. injection 250 mg/kg FA	Kidney dissection after 7 days	RNA extraction	mRNA Seq	GSE65267	small RNA seq	GSE61328	protein isolation	10-plex TMT LC/MS proteomics	PXD011453
FA mouse 15	single i.p. injection 250 mg/kg FA	Kidney dissection after 7 days	RNA extraction	mRNA Seq	GSE65267	small RNA seq	GSE61328			
FA mouse 16	single i.p. injection 250 mg/kg FA	Kidney dissection after 14 days	RNA extraction	mRNA Seq	GSE65267	small RNA seq	GSE61328	protein isolation	10-plex TMT LC/MS proteomics	PXD011453
FA mouse 17	single i.p. injection 250 mg/kg FA	Kidney dissection after 14 days	RNA extraction	mRNA Seq	GSE65267	small RNA seq	GSE61328	protein isolation	10-plex TMT LC/MS proteomics	PXD011453
FA mouse 18	single i.p. injection 250 mg/kg FA	Kidney dissection after 14 days	RNA extraction	mRNA Seq	GSE65267	small RNA seq	GSE61328

# Supplementary material for: Multi omics analysis of fibrotic kidneys in two mouse models
**Source:** Sci Data. 2019 Jun 14;6:92. doi: 10.1038/s41597-019-0095-5
**Supplement:** Supplementary file 2 — Supplementary Information

## **Supplementary Information**

### **Multi Omics analysis of fibrotic kidneys in two mouse models**

Mira Pavkovic<sup>1,2\*</sup>, Lorena Pantano<sup>3,\*</sup>, Cory V. Gerlach<sup>1,2,4</sup>, Sergine Brutus<sup>1,4,5</sup>, Sarah A. Boswell<sup>1</sup>, Robert A. Everley<sup>1</sup>, Jagesh Shah<sup>1,2</sup>, Shannan H Sui<sup>3</sup>, Vishal S. Vaidya<sup>1,2,4</sup>

\* co-first

#### **Contents**

|                                                                                                                                                         |         |
|---------------------------------------------------------------------------------------------------------------------------------------------------------|---------|
| Supplementary Figure 1 Principal component analysis (PCA) of previously published data for FA mRNA and miRNA..                                          | ..... 2 |
| Supplementary Figure 2 Expression profiles of fibrosis and injury markers and housekeeping genes from previously published FA mRNA and miRNA data. .... | 3       |
| Supplementary Table 1. Quality metrics of FA mRNA Seq data .....                                                                                        | 4       |
| Supplementary Table 2. Quality metrics of FA small RNA Seq data .....                                                                                   | 5       |

**Supplementary Figure 1 Principal component analysis (PCA) of previously published data for FA mRNA and miRNA.** Raw data was re-analyzed and the normalized expression abundance of mRNAs and miRNAs was used. Each color represents a time point in the dataset. a) miRNA and b) mRNA expression in the FA model clusters for each time point, with PC1 separating normal from post injury groups, and PC2 separating the samples according to time points.

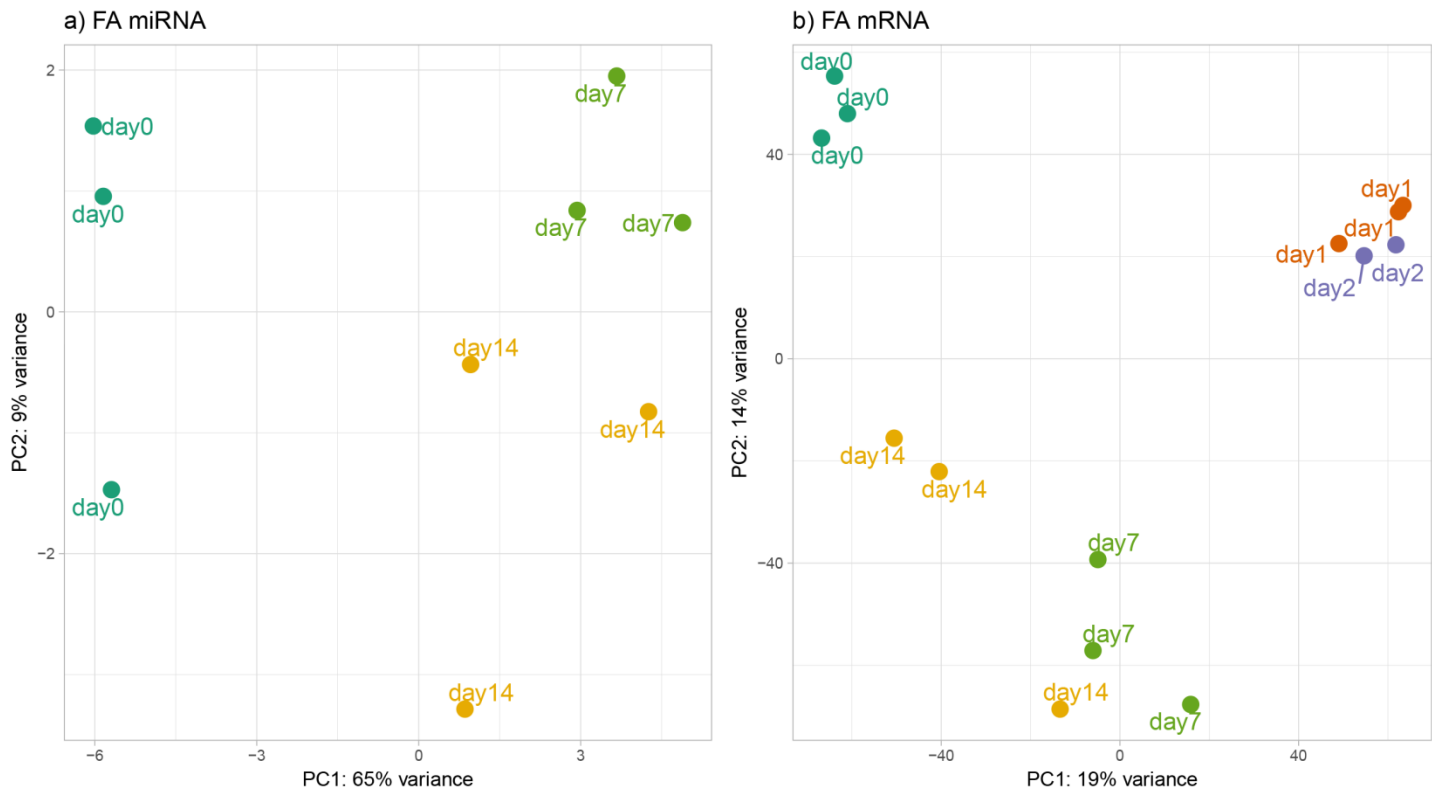

**Supplementary Figure 2 Expression profiles of fibrosis and injury markers and housekeeping genes from previously published FA mRNA and miRNA data.** Raw data was re-analyzed and mRNA expression was plotted for a) fibrosis and b) injury markers, and c) housekeeping genes, as well as miRNA expression for d) miR-192 and -21.

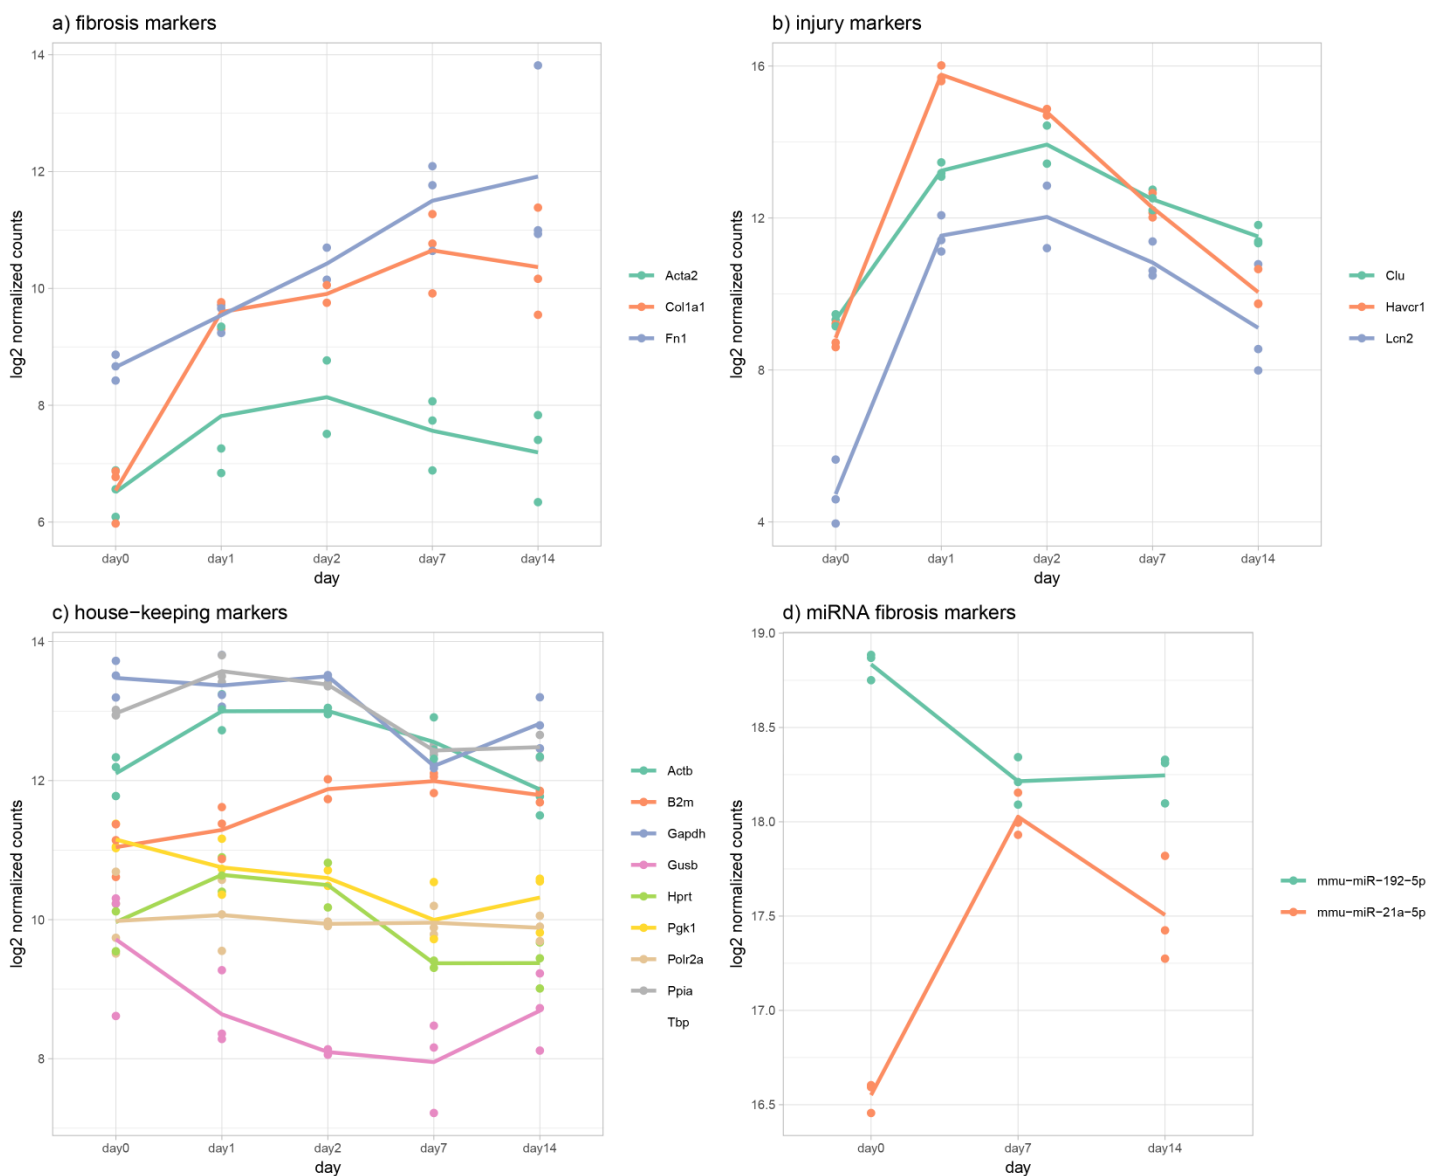

**Supplementary Table 1. Quality metrics of FA mRNA Seq data**

| <b>Sample Name</b> | <b>Reads</b> | <b>rRNA</b> | <b>5'-3' bias</b> | <b>M Aligned</b> | <b>Exon %</b> |
|--------------------|--------------|-------------|-------------------|------------------|---------------|
| <b>normal_1</b>    | 97           | 0.6101      | 0.91              | 59               | 73.06         |
| <b>normal_2</b>    | 178          | 0.5805      | 0.79              | 123              | 71.4          |
| <b>normal_3</b>    | 76           | 0.6432      | 0.94              | 53               | 78.35         |
| <b>day1_1</b>      | 88           | 0.5913      | 0.68              | 67               | 73.44         |
| <b>day1_2</b>      | 152          | 0.5996      | 0.63              | 126              | 72.9          |
| <b>day1_3</b>      | 165          | 0.5923      | 0.55              | 141              | 71.71         |
| <b>day2_1</b>      | 179          | 0.5505      | 0.6               | 122              | 66.76         |
| <b>day2_2</b>      | 63           | 0.5663      | 0.9               | 21               | 75.18         |
| <b>day2_3</b>      | 85           | 0.5601      | 0.72              | 68               | 63.63         |
| <b>day3_1</b>      | 97           | 0.5297      | 0.73              | 74               | 60.22         |
| <b>day3_2</b>      | 78           | 0.5077      | 0.68              | 58               | 63.1          |
| <b>day3_3</b>      | 121          | 0.5685      | 0.73              | 94               | 65.26         |
| <b>day7_1</b>      | 81           | 0.5552      | 0.56              | 67               | 65            |
| <b>day7_2</b>      | 74           | 0.5554      | 0.76              | 59               | 64.09         |
| <b>day7_3</b>      | 112          | 0.5837      | 0.66              | 68               | 65.24         |
| <b>day14_1</b>     | 87           | 0.6         | 0.66              | 57               | 70.97         |
| <b>day14_2</b>     | 104          | 0.6463      | 0.74              | 72               | 74.43         |
| <b>day14_3</b>     | 80           | 0.5952      | 0.86              | 62               | 63.33         |

**Supplementary Table 2. Quality metrics of FA small RNA Seq data**

| <b>Sample Name</b> | <b>M Seqs</b> | <b>% with Adapter</b> | <b>miRNAs</b> | <b>isomiRs</b> |
|--------------------|---------------|-----------------------|---------------|----------------|
| <b>A196_normal</b> | 6.9           | 99                    | 525           | 11305          |
| <b>A200_normal</b> | 8.4           | 99                    | 557           | 13686          |
| <b>A201_normal</b> | 6.8           | 99                    | 504           | 10677          |
| <b>A178_day3</b>   | 7.9           | 98                    | 594           | 12870          |
| <b>A74_day3</b>    | 7.8           | 97                    | 586           | 13474          |
| <b>A75_day3</b>    | 6.6           | 97                    | 549           | 11057          |
| <b>A180_day7</b>   | 10.1          | 99                    | 623           | 15538          |
| <b>A181_day7</b>   | 7.0           | 99                    | 553           | 11689          |
| <b>A80_day7</b>    | 7.8           | 97                    | 562           | 13506          |
| <b>A84_day14</b>   | 8.1           | 99                    | 568           | 14134          |
| <b>A85_day14</b>   | 6.9           | 98                    | 513           | 10462          |
| <b>A189_day14</b>  | 6.7           | 94                    | 562           | 12164          |

How the deposited data were processed for this re-analysis (not part of the article)

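The data analysed were the mRNA-seq profiles of the UUO model, kidneys of 15 mice. Of these, 3 were normal (day 0), and 4 each were taken at day 3, day 7 and day 14 after obstruction. Conditions and replicate numbers came from the sample labels and the ISA-Tab table of the paper's supplement. The FA model, the small RNA-seq data and the proteomics data were not analysed here, since the files analysed hold only the UUO mRNA-seq data.

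The authors deposited one table of gene-level TPM per mouse. According to the paper, reads were trimmed with atropos, quantified by Salmon quasialignment with transcripts of Ensembl release 84 (GRCm38), and summarized per gene with tximport. The deposited TPM values of each mouse sum to 1000000, and no log transformation, filter or normalization between mice was found in them. The authors used DESeq2 on counts estimated by tximport for normalization at the gene level. Those counts were not in the files analysed here, so DESeq2 was not run, and TPM as deposited was the main setting. The nearest step that TPM allows, division by the median ratio of each mouse to the geometric mean of each gene (median-of-ratios rescaling), was an alternative, and its values are given beside the main ones. TPM already corrects for transcript length.

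Depth cannot be read from TPM. Reads, alignment, rRNA and exonic rates and 5'-3' bias were copied from the paper's Table 2 and joined by the library name that Table 2 shares with the files. The paper's reads per library ranged from 17000000 to 40500000. Without counts, no confidence interval from counting and no smallest detectable share could be given, and precision was taken from the spread between mice. Names, types and positions of genes came from GENCODE release M21 (Ensembl 96) on the same build GRCm38. Identifiers were matched without their version, and 99.12% of the genes had a name there.

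Expression was tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with a pseudocount of 1, in the 16252 genes with a TPM of at least 1 in at least 3 mice. A single linear model held the 4 time points, with eBayes and a mean-variance trend. The p values were adjusted with the Benjamini-Hochberg method over the tested genes, and the threshold was an adjusted p of 0.05. The comparisons were each injured time point against normal and each pair of injured time points, and a moderated F test over the 4 time points for the housekeeping genes. Exact permutation tests stood beside limma for single genes. Permutation tests, principal component analysis, distances and sets of genes were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. Principal component analysis used centred, unscaled genes. Time points were compared by permutational analysis of variance on Euclidean distances, with p values from all distinct partitions. The CV of a housekeeping gene was the SD divided by the mean of log2(TPM + 1).

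Besides the 15 genes of the paper's Fig. 3, genes were named by a rule. It took the 5 genes with the largest rise and the 5 with the largest fall from normal to day 14, and the 3 of each kind from day 3 to day 7 and from day 7 to day 14. Such genes had an adjusted p below 0.05, a mean TPM of at least 10 in the higher group, no overlap between the 2 groups and a gene name. In the closing part, 17 sets of marker genes of cell types and tissues were compared between normal and injured mice, as the mean log2(TPM + 1) of each set, with an exact permutation test over 455 splits and Benjamini-Hochberg adjustment over the sets.

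Each result was recomputed under alternatives that changed one choice at a time. The alternatives were a pseudocount of 0.1, no filter on low values, a TPM of at least 1 in all 15 mice, median-of-ratios rescaling, quantile normalization, rescaling without the 20 genes of highest mean TPM, the replicate number as a block, the 5'-3' bias class of Table 2 (below 0.95 or not) as a covariate, eBayes without the trend, an absolute log2 fold change of at least 1 as a further condition, only the 2 time points compared in the fit, and each mouse left out in turn. For the principal components and distances, the 500 genes with the highest variance and genes scaled to unit variance were also used, and for the CV, the linear scale and the CV within time points. Replicate numbers were checked for pairing by the correlation of mice after the mean of each time point was removed, which averaged -0.00634 for the 21 pairs with the same number and 0.00215 for the 63 pairs with different numbers, so the block was kept as an alternative.

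The comparisons, tests, naming rule, marker sets and alternatives were set before the processed files arrived. Some choices were made after values had been seen. A difference between day 14 and day 3 of a gene, or a difference of a marker set between injured and normal mice, was flagged only where it passed the threshold both in TPM as deposited and after median-of-ratios rescaling. The SD between the injured mice was taken as the error of a fold change when it was compared with the paper, and a jackknife standard error as the error of the CV and of the shares of variance. The recomputation of the paper's markers, of the distances and of the principal component scores within a 5'-3' bias class was added late, when the text was being revised. Within a class, markers were compared by differences of mean log2(TPM + 1) with exact permutation tests, without limma, and the principal component scores were those of the analysis of all 15 mice. For the test of the bias class among the 12 injured mice, the filter of a TPM of at least 1 in all mice was applied to these 12. A set of smooth muscle genes was chosen after Acta2 and Actg2 had been seen to be far from the other mice in UUO day 3 replicate 2.

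The limma code was tested on simulated data with independent noise in each gene, where 200 genes were shifted by a log2 change of 1.5 at day 14. Of these, 87% were recovered, while 6.95% of the genes called were not changed. No gene was called in a comparison where none was changed. The real data hold far more changed genes and shifts shared by the genes of a mouse. These rates thus check the code and do not describe the reported counts. In 40 simulated sets of 15 mice with planted time points, the permutational analysis of variance passed the threshold in all 40, and in 40 sets without time points it passed in 2.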

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

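In each group of 4 mice, the highest or lowest value was flagged when its gap to the nearest of the others exceeded, as a share of the whole range, Dixon's 95% critical value for 4 values. The ratio of gap to range is given below. Of 183 groups tested, 26 were flagged, where 9.2 would be flagged by chance at 1 in 20. The groups are not independent, since a mouse with a different composition is far off in many genes. The named genes with a longest transcript under 300 nt were flagged in 8 of 21 groups and the others in 12 of 87, a ratio of shares of 2.76. This is consistent with unstable TPM of short transcripts adding flags, a prediction written after the flagged genes had been seen.

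UUO day 3 replicate 2 was far from the other day 3 mice in the urothelium set (ratio 0.9399; mean log2(TPM + 1) of 3.46 against 0.194 to 0.391 in the others), Acta2 (0.8649), Actg2 (0.8486), Ccl2 (0.8903), the adipocyte set (0.8642), the proliferation set (0.8347) and its PC1 score (0.8817), and was the highest mouse in each. The urothelium set was also high in every day 7 mouse (1.93 to 4.14) and every day 14 mouse (1.10 to 3.67), so the value is unusual for day 3 only and within the range of later mice. Tissue of the renal pelvis or ureter in this sample, or an earlier onset in this mouse of the rise seen at later time points, are candidate explanations that the values do not separate. The smooth muscle set, chosen after Acta2 and Actg2 were seen to be flagged, was also highest in this mouse, but its ratio of 0.711 was below the critical value, so this test did not pass. After median-of-ratios rescaling that ratio was 0.860, above it, so the test depends on the scaling. TPM composition does not account for the urothelium signal, whose ratio was still 0.927 after rescaling. A mixture with a later library predicted the highest Col1a1 and the lowest Havcr1 of the day 3 mice, and 1 of the 2 held. Depth was not extreme, with the paper's Table 2 reads of 34900000 ranking 2 of 4 from the lowest, a prediction written after Table 2 had been read. The design gives no biological condition that sets this mouse apart, and none was tested. Without this mouse, the rise of Acta2 at day 3 was 1.98.

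At day 3, other flagged values were Gm12895 in replicate 1 (ratio 0.8877, 0 TPM against high values in the others), Ces1f in replicate 1 (0.8897, highest), Gm25747 in replicate 1 (1, the only mouse with a value above 0), C3 in replicate 4 (0.8506, lowest), Gm24379 in replicate 4 (1, the only mouse above 0) and the Xist gene that stands for X inactivation in replicate 4 (0.8336, with log2(TPM + 1) of 0.296 against 0.0147 to 0.0615). At day 7, they were Gusb in replicate 4 (0.9317, highest), Polr2a in replicate 4 (0.8448, highest), Gm12895 in replicate 4 (0.9181, highest), Hprt in replicate 3 (0.9335, lowest), Ces1f in replicate 3 (0.8352, highest) and Snord88c in replicate 2 (1, the only mouse above 0). Several of these genes are short, for which the ratio of shares of 2.76 above applies. For the others no technical or biological explanation was tested, and single flags among 183 groups are no more than a reason to look.

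At day 14, UUO day 14 replicate 4 was far off in Lcn2 (0.9078, lowest), Fga (0.8444, lowest), Gm25682 (1, the only mouse above 0) and Gm22690 (1, the only mouse above 0). Replicate 1 was highest in Acta2 (0.8725) and in the neutrophil set (0.8474), and replicate 3 was lowest in Mir762 (0.8871). UUO day 14 replicate 4 also lay nearer the day 7 mice than the other day 14 mice. The difference in mean distance was -14.0 as deposited and -3.86 after median-of-ratios rescaling. A swap with UUO day 7 replicate 4 would have put that mouse nearer the day 14 mice. It was farther from them, by 10.6 as deposited and 6.15 after rescaling. As deposited, it was still the nearest mouse of every day 14 mouse, so a swap is not excluded. A milder course of the obstruction in UUO day 14 replicate 4 is possible but was not tested, since the design gives no measure of it.

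The change from normal differed between day 14 and day 3, as tested by the limma contrast of the 2 time points, in 12 of the paper's 15 genes as deposited. In 7 of these, Acta2 among them (1.24, and 0.645 with an adjusted p of 0.184 from limma after median-of-ratios rescaling), the difference no longer passed the threshold after rescaling, and TPM composition may account for it. The other 5 were flagged because they passed both ways. Their differences on the log2 scale were 2.14 in Col1a1, 1.90 in Fn1, -1.62 in Havcr1, -0.446 in Gapdh and -0.387 in Pgk1. After median-of-ratios rescaling they were 1.54 in Col1a1, 1.31 in Fn1, -2.22 in Havcr1, -1.05 in Gapdh and -0.971 in Pgk1. Since passing after rescaling was a condition of the flag, these values are no separate test of TPM composition. Within the low 5'-3' bias class, with 3 mice at day 14 and 2 at day 3, they were 1.98, 2.13, -1.69, -0.324 and -0.511 in the order first given. Time after obstruction is the condition that the design gives. Depth differs between the time points, with the lowest reads of the paper's Table 2 at day 14, and cannot be told apart from time here.

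The paper says that bulk data do not tell cell types apart, and gives no values for sets of cell type markers. Of 17 marker sets, the macrophage set was 3.13 higher in injured than in normal mice on the log2 scale, the neutrophil set 1.52 and the proliferation set 2.09. For each, 12 of the 12 injured mice were above all normal mice (exact permutation test over 455 splits, p = 0.0022, the smallest it can give, Benjamini-Hochberg adjusted p = 0.00934). After median-of-ratios rescaling the differences were 2.51, 1.28 and 1.68. With each mouse left out in turn, the differences kept their sign, but none of these sets passed the adjusted threshold every time. Leaving out a mouse, above all a normal one, also leaves fewer splits and raises the smallest p the test can give. A lost pass therefore need not mean a weaker difference. Of the 5 sets that passed as deposited, 4 also passed after rescaling, and only rises that did so were flagged, so passing again is no separate test of TPM composition for these sets. The 5'-3' bias class was tested with the 4 injured mice of the high class, which share the class of the normal mice, and in these the differences were 2.88, 1.61 and 2.42. Each kept more than 1 in 2 of its size, by a criterion written before the result for the macrophage set and after it for the others. Reads from other tissue in the samples were not tested for these sets. The day 3 libraries (34600000 to 39400000 reads) lay within the depth range of the normal libraries (29700000 to 40500000). At day 3 the macrophage set was already at 3.73 to 4.27 against 1.90 to 1.99 in normal mice. The neutrophil set was at 1.17 to 1.72 against 0.263 to 0.314, and the proliferation set at 3.11 to 3.58 against 0.520 to 0.933. UUO day 7 replicates 1, 3 and 4 had 37400000 to 39500000 reads, also within that range, and replicate 2 had 26700000, below it. In replicates 1, 3 and 4 the macrophage set was at 4.59 to 5.54. Their neutrophil set was at 1.58 to 1.87 and their proliferation set at 1.91 to 2.94. These values argue against depth for the rises at day 3 and in these day 7 mice, and leave it open at day 14. A rise of macrophages, neutrophils and dividing cells in the obstructed kidney may explain the rises, as a hypothesis only. It cannot be told apart from other tissue or from changes of the markers within a cell.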

How the results depend on the processing

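The alternatives set before the files arrived gave 2416 values of 104 results, of which 166 changed. Of the 56 headline results, 24 were unchanged under every one of these alternatives and every mouse left out. They include the rises of all 6 marker genes at day 3 and day 14, the steps of Acta2, the split of normal and injured mice on PC1, the share of distances explained by time point, and the difference between the day 3 to 7 and day 7 to 14 distances, which passed no threshold under any of them.

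Median-of-ratios rescaling changed the composition of TPM, multiplying normal mice up and late mice down. Under it, 525 genes changed from day 3 to day 7. Havcr1 passed the threshold from day 3 to day 7 (-1.07), and Clu from day 7 to day 14 reversed to -0.0854, without passing it. Among the sets, B cell (0.219), thick ascending limb (-1.47), collecting duct principal cell (-1.97) and red blood cell (-1.59) passed, and the Y chromosome set reversed to -0.0857. Only 5 housekeeping genes stayed past the threshold. Against normal, Hprt reversed at day 7 (-0.00438) and day 14 (-0.0838), Polr2a at day 3 (-0.265), day 7 (-0.157) and day 14 (-0.226), Ppia at day 7 (-0.000324) and day 14 (-0.244), and Tbp at day 3 (-0.144) and day 7 (-0.0194). Quantile normalization, which forces the same distribution on all mice, reversed Polr2a at day 3 (-0.152), day 7 (-0.0195) and day 14 (-0.0557) and Tbp at day 3 (-0.00724), and gave 470 genes from day 3 to day 7, 6198 from day 3 to day 14 and 46.1% of the variance on PC1. Rescaling without the 20 highest genes, many of them mitochondrial, brought Havcr1 from day 3 to day 7 past the threshold (-0.872) and the mean CV to 6.91%. The direction of these small changes could thus follow from how each library is scaled.

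A pseudocount of 0.1 gives more weight to low values. The T cell (1.29), B cell (1.06) and skeletal muscle (0.668) sets then passed, and PC1 held 44.8%. With a TPM of at least 1 in all 15 mice, PC1 held 74.5%, 516 genes changed from day 3 to day 7 and 1454 from day 7 to day 14. For the bias class, a TPM of at least 1 in all injured mice gave 2 genes. Without a filter, 389 genes changed from day 3 to day 7. Requiring an absolute log2 fold change of at least 1 left 2464, 4248 and 7037 genes at days 3, 7 and 14 against normal, 228 from day 3 to day 7, 459 from day 7 to day 14 and 2268 from day 3 to day 14.

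With only the 2 time points in the fit, fewer mice estimate the spread. From day 7 to day 14, 42 genes changed and Havcr1 (-0.866) no longer passed, and from day 3 to day 7, 512 genes changed. The replicate block, which takes degrees of freedom, left 394 genes from day 3 to day 7 and 1861 from day 7 to day 14. For comparisons among injured time points the block is balanced and cannot move a fold change. PC1 held 44.0% with the 500 genes of highest variance. With genes scaled to unit variance, PC2 held 11.4% and the injury times accounted for a share of only 0.357 of it. The mean CV was 34.9% on linear TPM and 3.46% within time points.

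With each mouse left out in turn, genes changed from day 3 to day 7 ranged from 161 to 2969 and those from day 7 to day 14 from 1019 to 6202, so these counts hang on single mice. From day 3 to day 7, the log2 fold change ranged from 0.932 to 1.50 in Col1a1, from 0.743 to 1.18 in Fn1, from -0.916 to -0.612 in Havcr1 and from -0.487 to 0.168 in Lcn2. From day 7 to day 14, it ranged from 0.633 to 1.32 in Col1a1, from 0.718 to 1.22 in Fn1, from -1.06 to -0.704 in Havcr1 and from 0.390 to 1.11 in Lcn2. The steps of Col1a1 and Fn1 kept their sign, but did not stay short of the threshold with every mouse left out. The sets ranged from 0.300 to 0.362 (B cell), 0.479 to 0.647 (Y chromosome), -1.32 to -1.07 (collecting duct principal cell), 3.00 to 3.25 (macrophage), 1.42 to 1.58 (neutrophil), 1.97 to 2.18 (proliferation), -2.25 to -1.92 (proximal tubule) and 0.0919 to 0.121 (skeletal muscle). The macrophage, neutrophil, proliferation and proximal tubule sets kept their sign, but did not pass the adjusted threshold with every mouse left out. For these sets, fewer mice also raise the smallest p of the exact test, above all without a normal mouse.

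Among genes named by the rule and housekeeping genes, 34 other values moved across the threshold without a change of direction under the alternatives, 30 weaker and 4 stronger, and 33 with a mouse left out, 32 weaker and 1 stronger. Lcn2 and some genes named by the rule have no value under the filter of a TPM of at least 1 in all 15 mice, which they do not pass. All alternatives set beforehand were run, but for the bias class, which is tested among injured mice only, the filter was applied to the 12 injured mice in place of all 15. Since TPM holds no depth, it cannot be tested whether the shallower day 14 libraries limit low genes, for which short transcripts and genes near a TPM of 1 are the most exposed.

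After the data had been seen, 22 results were recomputed within a 5'-3' bias class, since the class is a possible technical batch. Of these, 11 were unchanged, 7 were weaker and 4 had the other sign. The marker steps among the unchanged results had not passed with all mice, and with 2 or 3 mice per group they could not pass here. For those steps only the sign was compared. Among mice of the low class, the difference between the day 3 to 7 and day 7 to 14 distances became 1.84, Clu became 0.134 from day 3 to day 7 and -0.173 from day 7 to day 14, and Lcn2 became 0.305 from day 3 to day 7. None of these passed a threshold in either setting. Among mice of the high class, the rises from normal to day 3 were 2.47 in Acta2, 4.41 in Col1a1, 3.55 in Fn1, 4.85 in Clu, 5.00 in Havcr1 and 7.52 in Lcn2, and among the low class the fall of Havcr1 from day 7 to day 14 was -1.21. These 7 are labelled weaker because 0.1 is the smallest exact permutation p with 2 or 3 mice per group, while their sizes were kept. Which of the 2 distances is larger could thus depend on the bias class.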

Differences from the paper's values

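The mean CV of the 9 housekeeping genes was 8.65% over the 15 UUO mRNA mice, against the paper's 3.3%. Of the alternatives set before the files arrived, the CV within each time point (3.46%) came within the error of the paper's value. A pseudocount of 0.1 (9.03%), median-of-ratios rescaling (7.51%), rescaling without the 20 highest genes (6.91%) and the linear scale (34.9%) did not. The paper's value covers all kidney samples and the files analysed here hold only the UUO mRNA data. A CV of log2 values also depends on the unit, since the mean log2 value divides the SD. The paper's methods name DESeq2 normalization of counts, and the values here are TPM. Neither the gap nor the closeness of 3.46% can therefore be read as a difference or a match in stability.

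The paper's log2 fold changes in Fig. 3 were read by eye and so are rough. For Acta2 at day 14, the value was 3.46 against the paper's about 2.4 in Fig. 3a. It was 2.4 after median-of-ratios rescaling and 2.78 after quantile normalization, which closed the gap, and from 3.09 to 4.01 under the other alternatives set before the files arrived, which did not. For Fn1 at day 14, the value was 5.03 against the paper's about 4.1 in Fig. 3a. Median-of-ratios rescaling (4.00), quantile normalization (4.36) and rescaling without the 20 highest genes (4.71) closed the gap, and the other alternatives, from 5.03 to 5.38, did not.

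For Clu at day 14, the value was 4.16 against the paper's about 3.1 in Fig. 3b. Only median-of-ratios rescaling (3.06) closed the gap, and the others ranged from 3.74 to 4.39. For Havcr1, the values were 4.87 at day 3 against the paper's about 4.5 in Fig. 3b, and 3.25 at day 14 against the paper's about 2.3 in Fig. 3b. Median-of-ratios rescaling (4.39 and 2.17) and quantile normalization (4.47 and 2.67) closed both gaps, and the other alternatives, from 4.71 to 4.96 at day 3 and from 2.86 to 3.38 at day 14, closed neither. The paper's methods name DESeq2 normalization of counts. Median-of-ratios rescaling is computed on TPM and is not that step.

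Median-of-ratios rescaling did not bring every value closer. It gave 4.01 for Col1a1 at day 3, against the paper's about 4.6 in Fig. 3a, and 7.18 and 7.14 for Lcn2 at days 3 and 14, against the paper's about 7.8 in Fig. 3b at both, which as deposited were 4.28, 7.39 and 7.95 and within the error.

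The paper places the mRNA profiles of days 7 and 14 closer together than those of days 3 and 7. Here the mean distance was 92.0 from day 3 to day 7 and 102 from day 7 to day 14, and no alternative set before the files arrived reversed the order, although the difference of -9.80 was within the spread between mice (exact permutation test, p = 0.143, n = 4 and 4). An alternative chosen after the data had been seen did reverse it. Among the 8 mice of the low 5'-3' bias class the distances were 98.1 and 96.3, a difference of 1.84 (exact permutation test, p = 0.9, n = 2 and 3), in the paper's direction. As deposited, the nearest mouse of every day 14 mouse was UUO day 7 replicate 4. UUO day 3 replicates 1 and 2 were nearest a day 7 mouse, and UUO day 7 replicate 3 was nearest a day 3 mouse. Mean distances also carry the spread within time points, 99.1 at day 14 and 83.7 at day 3. They are taken over all tested genes, while the paper reads positions on principal components. Time point accounted for similar shares of the squared distances, 25.2% from day 3 to day 7 and 26.2% from day 7 to day 14.

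The paper describes the housekeeping genes as unchanged and stable. Here 9 of the 9 differed between time points in limma's F test, and 5 of the 9 after median-of-ratios rescaling. As deposited, 12217 of the 16252 tested genes passed the same test, so the 9 are not unusual in this. The paper describes the replicates as clustering strongly. By distances over all tested genes, the nearest mouse here was of the same time point for 8 of the 15 mice, and for 9 after median-of-ratios rescaling. The paper's description rests on positions on the principal components of Fig. 2, which is another measure, so these counts do not test it directly.

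The paper describes the fibrosis markers as rising continuously. The means here rose at every step, but no step between neighbouring time points passed limma's threshold with all mice in the fit. For the steps of Col1a1 and Fn1, this did not hold for every mouse left out in turn. Over the whole step from day 3 to day 14, the rise passed the threshold in each marker as deposited. After median-of-ratios rescaling it passed in Col1a1 (1.54) and Fn1 (1.31) but not in Acta2 (0.645, limma adjusted p = 0.184).

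Within the paper, Table 2 and the text differ. The text puts rRNA below a bound that the paper's Table 2 value for UUO day 3 replicate 3, 1.5%, exceeds. The paper's Table 2 averages 32446667 reads and 85.6% of aligned reads in exons over the 15 libraries, and the paper's opening summary of its data gives other averages.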

Other observations

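Other splits of the same mice were fitted for each comparison. For day 3, day 7 and day 14 against normal, 1 of the 35 splits, the real one, gave as many changed genes in each. The same held for day 7 against day 3, with 1 of 35, and for day 14 against day 3, with 1 of 35. For day 14 against day 7, 2 of the 35 splits gave as many genes. The other split exchanged UUO day 7 replicate 4 and UUO day 14 replicate 4 and gave 4695 genes against 2898 for the real split, so the count for this comparison is not told apart from another grouping of the mice. After median-of-ratios rescaling, only the real split gave as many, 1 of 35, with 2599 genes. This is consistent with TPM composition behind the larger count of the other split. An exchange of labels predicts that both mice lie nearer the other time point. UUO day 7 replicate 4 did not, being farther from the day 14 mice by 10.6 as deposited and 6.15 after rescaling. UUO day 14 replicate 4 did, by -14.0 as deposited and -3.86 after rescaling. As deposited, UUO day 7 replicate 4 was also the nearest mouse of every day 14 mouse. The exchange was thus not borne out, but it is not excluded.

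The paper's Table 2 places the 5'-3' bias of 8 injured libraries below 0.95 and that of 4 injured and all 3 normal libraries above. No gene of 16048 changed with this class among the injured mice, given the time point. Since the real count was 0, all 96 of the 96 splits within time points gave as many, and the largest split gave 4 genes. This design with 4 mice in the high class has little power, and a bias effect is not excluded.

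More genes rose than fell, with 86.9% of the genes changed at day 14 higher than in normal mice. After median-of-ratios rescaling 45.0% were higher, but this rescaling centres the ratios and sets the percent near its midpoint by construction, so a real excess of rises cannot be told apart from TPM composition. The factors themselves spanned 1.36 on the log2 scale, from normal to day 14 mice. Without genes whose longest transcript is under 300 nt the span was 1.24, and without the genes of the mitochondrial genome it was 0.988. Neither fell below 1 in 2 of its size, so neither group of genes alone may explain the factors. Among the 12 injured mice, the factor and the paper's Table 2 reads, each centred on its time point, showed no relation (Pearson r = -0.0613, exact permutation p = 0.885; Spearman rho = -0.0917, exact permutation p = 0.817; adjusted p = 0.885 for both over 4 relations). Without the 2 mice farthest from the median, r was -0.0777. Among the 8 mice of the low 5'-3' bias class r was -0.0504 and rho -0.155 (exact permutation p = 0.944 and p = 0.806), and the high class holds only 4 injured mice, too few to recompute it. The factor did not differ between bias classes within time points (exact permutation test over 96 splits, p = 0.583). What drives the factors remains open. These tests compared mice within time points, so they leave depth differences between time points, and time after obstruction as a biological explanation. From normal to day 3 the factors rose without overlap, from 0.632 to 0.638 and then 0.819 to 1.01. The day 3 reads lay within the range of the normal mice. So did the reads of UUO day 7 replicates 1, 3 and 4, whose factors were 1.07 to 1.22. This argues against depth for the rise to day 3 and to these day 7 mice, and leaves it open at day 14.

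Housekeeping genes changed between time points, 9 of 9 as deposited. TPM composition was predicted to remove at least 1 in 2 of these, and 5 of the 9 remained after median-of-ratios rescaling. With the 5'-3' bias class as a covariate 9 of the 9 remained. Composition thus may account for Hprt, Polr2a, Ppia and Tbp, which no longer passed. Actb and B2m rose and still passed although the rescaling lowers rises. Gapdh, Gusb and Pgk1 fell, and the rescaling can only deepen a fall, so that these 3 of the 5 passed again is no separate test. The factors, 0.632 to 0.638 in normal mice and 0.819 to 1.63 in injured mice, put composition in the direction of a rise in injured mice. As far as the factors measure composition, the falls as deposited argue against it for these 3 genes. Depth and reads shared with pseudogenes were not tested.

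The proximal tubule set was lower in injured mice, at -2.13 on the log2 scale, with 12 of the 12 injured mice below all normal mice (exact permutation test over 455 splits, p = 0.0022, Benjamini-Hochberg adjusted p = 0.00934). It was -2.93 after median-of-ratios rescaling, which raises normal mice relative to injured mice and so can only deepen a fall. That the set passed again is therefore no separate test of TPM composition. The factors, 0.632 to 0.638 in normal mice and 0.819 to 1.63 in injured mice, put composition in the direction of a rise in injured mice. As far as the factors measure composition, the fall as deposited argues against it as the cause. The difference was -2.03 in the 4 injured mice of the high bias class, so the bias class alone did not remove it. With each mouse left out in turn, the set stayed lower in injured mice but did not pass the adjusted threshold every time. Fewer splits then exist, above all without a normal mouse, so a lost pass need not mean a weaker difference. At day 3, where reads lay within the range of the normal mice, the set was already at 5.64 to 6.77 against 7.55 to 7.61 in normal mice. In UUO day 7 replicates 1, 3 and 4, whose reads also lay within the range of the normal mice, it was at 5.31 to 6.56. These values argue against depth for the fall at day 3 and in these day 7 mice, and leave depth open at day 14. Loss of proximal tubule cells, or lower expression in them, could both give the fall, which these data do not separate. The Y chromosome set was 0.587 higher in injured mice (Benjamini-Hochberg adjusted exact permutation p = 0.0149, 12 of 12 injured above all normal mice) and -0.0857 after rescaling (adjusted exact permutation p = 0.203). The result is consistent with TPM composition, a prediction written after the value was seen. Of the other sets, 12 did not pass the adjusted threshold as deposited, and 4 of these, B cell, thick ascending limb, collecting duct principal cell and red blood cell, passed it after rescaling.

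The join of the paper's Table 2 to the mice was tested with rRNA. With both centred on the time points, the paper's rRNA percent and the TPM share of nuclear rRNA genes had Pearson r = 0.970 over the 15 mice (exact permutation test within time points, p = 0.000965, adjusted p = 0.00386), Spearman rho = 0.834 (exact permutation p = 0.00251, adjusted p = 0.00502), and r = 0.770 without the 2 mice farthest from the median. Within the bias classes r was 0.979 (rho 0.913) over 8 mice of the low class and 0.994 (rho 0.810) over 7 of the high class, with exact permutation p of 0.167 (0.111) and 0.167 (0.333), where few exchanges within time points are possible. This suggests that the join is right, a prediction written after the values were seen.

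Genes named by the rule are listed here without an explanation. The largest rises from normal to day 14 were those of Gm12895 (8.16 on the log2 scale), Lcn2 (7.95), C3 (7.76), Col3a1 (6.52) and Lyz2 (6.45), and the largest falls those of Gm25682 (-5.89), Miox (-5.13), Slc22a6 (-5.04), Ces1f (-5.02) and Ttr (-4.96), with limma adjusted p values from 1.84e-09 for C3 to 0.000488 for Gm25682. From day 3 to day 7, Gm25747 (3.20), Actg2 (2.93) and Ccl2 (2.84) rose most and Saa1 (-2.98), Fgg (-2.32) and Fga (-1.43) fell most. From day 7 to day 14, Gm24379 (3.45), Mucl1 (3.35) and Snord88c (2.92) rose most and Gm22690 (-3.50), Mir762 (-2.98) and Gsta2 (-2.50) fell most. Limma adjusted p values of these 12 ran from 0.000258 for Fgg to 0.0444 for Snord88c. With the replicate number as a block, Gm25747, Actg2 and Snord88c no longer passed, with adjusted p values of 0.0522, 0.0771 and 0.0541. With only the 2 time points compared in the fit, Gm22690, Mir762 and Gsta2 no longer passed, with limma adjusted p values of 0.0588, 0.0788 and 0.0593. Neither did Actg2 (0.0560) and Snord88c (0.0668) in that fit. Mir762 was also lost with a pseudocount of 0.1 (limma adjusted p = 0.0730). Of the 22 genes, 7 have a longest transcript under 300 nt, for which TPM is least certain.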
